# Protection of CpG islands from DNA methylation is DNA-encoded and evolutionarily conserved

**DOI:** 10.1093/nar/gkw258

**Published:** 2016-04-15

**Authors:** Hannah K. Long, Hamish W. King, Roger K. Patient, Duncan T. Odom, Robert J. Klose

## Abstract

DNA methylation is a repressive epigenetic modification that covers vertebrate genomes. Regions known as CpG islands (CGIs), which are refractory to DNA methylation, are often associated with gene promoters and play central roles in gene regulation. Yet how CGIs in their normal genomic context evade the DNA methylation machinery and whether these mechanisms are evolutionarily conserved remains enigmatic. To address these fundamental questions we exploited a transchromosomic animal model and genomic approaches to understand how the hypomethylated state is formed *in vivo* and to discover whether mechanisms governing CGI formation are evolutionarily conserved. Strikingly, insertion of a human chromosome into mouse revealed that promoter-associated CGIs are refractory to DNA methylation regardless of host species, demonstrating that DNA sequence plays a central role in specifying the hypomethylated state through evolutionarily conserved mechanisms. In contrast, elements distal to gene promoters exhibited more variable methylation between host species, uncovering a widespread dependence on nucleotide frequency and occupancy of DNA-binding transcription factors in shaping the DNA methylation landscape away from gene promoters. This was exemplified by young CpG rich lineage-restricted repeat sequences that evaded DNA methylation in the absence of co-evolved mechanisms targeting methylation to these sequences, and species specific DNA binding events that protected against DNA methylation in CpG poor regions. Finally, transplantation of mouse chromosomal fragments into the evolutionarily distant zebrafish uncovered the existence of a mechanistically conserved and DNA-encoded logic which shapes CGI formation across vertebrate species.

## INTRODUCTION

DNA methylation on CpG dinucleotides in vertebrate genomes is associated with transcriptional repression (1,2) and is epigenetically inherited during cell division to propagate repressive chromatin states (3–5). Conversely, short contiguous roughly 1–2 kb regions of CpG-rich DNA, known as CpG islands (CGIs), are interspersed throughout the genome and are resistant to DNA methylation (6,7). CGIs are found associated with 60–70% vertebrate gene promoters and are a central and evolutionarily conserved feature at these sites (8,9). CGIs function to recruit a family of ZF-CxxC DNA binding domain-containing proteins that associate with chromatin-modifying activities to remodel chromatin structure at gene promoters and contribute to gene regulation (10–12). Importantly, promoter-associated CGIs are usually free of DNA methylation regardless of the transcriptional state of the associated gene and are hypomethylated in most tissues (13–16), with only a subset of weak promoter-associated CGIs undergoing changes in DNA methylation during development (14,17–19). In addition to promoter-associated CGIs, an additional class of hypomethylated elements has been identified away from gene promoters that appear to function as distal gene regulatory elements, often encompassing enhancers (8,13,15,16,20). These regions tend to be hypomethylated in a subset of tissues, suggesting that the mechanisms underpinning their methylation state may differ from that of classical promoter-associated CGIs.

Despite our ever-increasing knowledge of DNA methylation landscapes in diverse vertebrate genomes, the principles and mechanisms that specify these patterns and protect CGIs and distal regulatory elements from DNA methylation is underexplored, particularly with respect to how these mechanisms function in their normal genomic context on chromosomes and during animal development. This is due to the fact that most of our information about these processes has relied on interrogating CGIs and their methylation states by inserting short DNA sequences (natural or synthetic) into engineered acceptor sites in cell culture systems (12,21–24). These studies have suggested that nucleotide features may function as a molecular signal to specify regions that should be refractory to the placement of DNA methylation (12,21–24). Alternatively, in some instances sequence-specific transcription factor binding has been linked to protection of the underlying DNA sequence from DNA methylation (22,23,25–27). Given that genomic context and tissue specific features play central roles in the way DNA elements function, it still remains poorly understood how significant these, or other mechanisms, are in specifying how hypomethylated regions of DNA (HMRs) form at a chromosome scale in animals.

To explore the mechanisms that shape CGI methylation state in a genomic context and to directly test whether these properties are evolutionarily conserved in vertebrates we have exploited a transchromosomic mouse animal model (Tc1) (28) in which most of human chromosome 21 has been stably transplanted into the mouse nuclear environment. Using genomic approaches we examined how HMRs are specified within 42 Mb of this human chromosome in developmentally distinct tissues. This revealed that irrespective of host species, CpG-rich promoter-associated CGIs are almost invariantly hypomethylated. In contrast, we discovered that distal elements are prone to alternative DNA methylation states depending on the host species and that this relies on both DNA sequence and transcription factor binding. Strikingly, these observations hold true when mouse chromosomal fragments are transposed into zebrafish, demonstrating for the first time that these general mechanisms are functionally conserved across divergent vertebrate species. Together this reveals that a DNA sequence-encoded logic and evolutionarily conserved mechanisms relying on the interplay between DNA features and transcription factor binding shape the DNA methylation based epigenome in vertebrate chromosomes.

## MATERIALS AND METHODS

### Tc1 mouse sample preparation

The Tc1 mouse line was maintained as previously described (28). Tc1 mice were bred by crossing female Tc1 mice to male (129S8 × C57BL/6J) F1 mice and were housed in the Biological Resources Unit under Home Office Licence (PPL 80/2197). Genomic DNA was extracted from fresh frozen Tc1 mouse liver and testis tissue using Genomic-tip 100/G kit (QIAGEN).

### Transposition of BAC DNA sequences into the zebrafish genome

Four mouse BACs were engineered to contain a GFP reporter driven by the eF1alpha promoter, and an inverted Tol2 transposition cassette (iTol2) flanking an ampicillin resistance gene (29) by BAC recombineering (Gene Bridges). BAC DNA was prepared using the Nucleobond BAC preparation kit and transposase RNA was generated using the SP6 RNA polymerase mMessage Machine kit (Ambion). BAC DNA and transposase RNA were introduced into zebrafish embryos by microinjection soon after fertilisation. GFP positive embryos were collected at 28–30 hpf and genomic DNA was extracted using the QIAGEN DNeasy Blood and Tissue Kit.

### BioCAP

BioCAP-sequencing was performed as described previously (30) in Tc1 mouse and Tc0 (wildtype) mouse testis and liver tissue in biological duplicate, and for zebrafish embryos containing integrated mouse BAC DNA. Human and mouse BioCAP datasets were detailed previously (GSE43512).

### HMR peak-calling and differential methylation analysis

Tc1 BioCAP-sequencing reads were aligned to a composite genome containing mouse chromosomes and human chromosome 21 using bowtie (31). HMRs were identified in Tc1 mouse tissues from BioCAP-sequencing traces using MACS1.4 (32) with settings –tsize = 50 –bw = 300 –mfold = 10,30 –pvalue = 1e-5 –verbose = 10 -g 4.8e+8 and including the use of an input control. Only HMRs that were identified in both biological replicates were retained. Human HMRs are detailed in (8). The human chromosome 21 in the Tc1 mouse has some rearrangements and duplications (33). To account for this, HMRs overlapping breakpoints or deleted regions were removed from the analysis and read values were scaled appropriately in duplicated regions. Differential methylation between species was identified if an HMR exhibited a greater than 2-fold change in BioCAP reads between the human and Tc1 mouse experiments using BAM files normalised to the same read count across chromosome 21. To compare HMRs on mouse chromosomes, HMR sites were identified in the Tc1 and Tc0 (wildtype) mouse using MACS1.4 (32) and compared as indicated above. Zebrafish Bio-CAP reads were aligned to a composite genome containing zebrafish chromosomes and each individual BAC sequence using bowtie-2 (34).

### Determining CpG density and GC content

CpG density and GC content of individual HMR regions was calculated based on the underlying DNA sequence for HMRs that were shared between human and Tc1 mouse or were species-specific. A matched background control was generated by randomly shifting HMR coordinates to another position on chromosome 21. CpG density and GC content was plotted as frequency distribution plots for liver and testis tissue.

### Genomic repeat age analysis

Repeat elements that overlapped the summit of HMR elements were analysed for repeat age. Repeat age was estimated by determining the number of substitutions from the repeat consensus sequence (Repeat-Masker track from UCSC, milliDiv column) and dividing this number by the estimated mutation rate for mammalian species, which is 2.2 × 10^−9^ per year (35,36). The distribution of repeat age was displayed as box plots for shared and species-specific HMRs.

### Transcription factor binding

Transcription factor binding sites were identified using the MACS1.4 peak caller with the same settings as were used to identify HMRs above (32). Shared or species-specific transcription factor binding events were determined by intersection of transcription factor binding sites identified in human and Tc1 mouse.

### Gene expression analysis

Gene expression data (reads per kilobase per million mapped reads, RPKM) was used to compare the expression of genes with an HMR overlapping their promoter (TSS ± 500bp) (36). Genes with a promoter-associated HMR were segregated depending on whether the HMR was shared between human and Tc1 mouse, or was species-specific.

### Graphical representation

Heatmaps and metaplots were generated using Homer annotatePeaks and plotted in R. Venn diagrams were plotted in R using the package VennDiagram. Boxplots were plotted in R using the package boxplot. Scatterplots were generated in R.

### Multiplex bisulfite sequencing

Bisulfite conversion of 250 ng human and two replicates of Tc1 mouse liver genomic DNA was performed using the EZ DNA Methylation-Gold Kit (Zymo Research). 10 picogram (pg) unmethylated and 10 pg methylated *Arabidopsis thaliana* BAC DNA (F24B22 and F19K16 respectively) was spiked into the three conversion reactions to control for bisulfite conversion (Diagenode DNA Methylation control package, EF-100-0040). PCR-amplified DNA was pooled for each replicate sample and Illumina sequencing libraries were prepared using the NEBNext DNA Library Prep Master Mix Set for Illumina (NEB). Indexed libraries were combined and sequenced on a MiSeq machine (Illumina). Sequencing data was analysed using the BisMark software from Babraham Bioinformatics (http://www.bioinformatics.babraham.ac.uk/projects/bismark/) (37). The two Tc1 biological replicates were highly similar, and were averaged for visualisation. Primer sets used for bisulfite sequencing are available on request.

## RESULTS

### Hypomethylated regions (HMRs) on human chromosome 21 are largely recapitulated in the transchromosomic mouse model

We recently demonstrated that many features of the CGI system are shared across vertebrate species (8).This led us to hypothesize that the mechanisms that specify DNA methylation state at CGIs may be evolutionarily conserved and rely on the underlying DNA sequence. To directly test this hypothesis, we exploited a transchromosomic mouse model (known as Tc1) that has been engineered to contain approximately 42 Mb of human chromosome 21 on a single independently segregating chromosome (28). This interesting trans-species model system provides a unique opportunity to ask how hypomethylated regions of DNA (HMRs) are formed and maintained in their natural genomic context in a developing animal following chromosome-scale introduction of DNA from one vertebrate, human, into the nuclear environment of second vertebrate, mouse. Importantly, it also allowed us to ask whether human chromosomal DNA-encoded information is sufficient to recapitulate the human host DNA methylation patterns in the nuclear environment of mouse, and in doing so test whether these mechanisms are evolutionarily conserved during development.

To answer these fundamental questions we isolated DNA from Tc1 mouse liver and testis and used biotinylated CxxC affinity purification (BioCAP) coupled to massively parallel sequencing to isolate regions of the genome containing hypomethylated DNA, and mapped these regions onto the mouse genome plus human chromosome 21 (30,38). We chose liver and testis to use as experimental tissues because their structure is highly similar in mammals in terms of cellular composition (39–41) and gene expression profiles (42–44), enabling a meaningful and direct comparison of BioCAP-seq signal on human chromosome 21. BioCAP experiments were carried out in duplicate with individual experiments correlating extremely well (*R*^2^ > 0.95, Supplementary Figure S1), further supporting the robustness of our approach (8,30). To ensure that the presence of the human chromosome did not affect the function of the DNA methylation system in the Tc1 mouse, we compared HMRs on the mouse chromosomes in the Tc1 mouse to HMRs formed in the same tissues in wild-type mice of the same genetic background. Importantly, HMRs on the Tc1 mouse chromosomes were indistinguishable from those of wild-type mice (Supplementary Figure S2A-F). Therefore, the presence of human chromosome 21 in the Tc1 mouse does not affect the function of the host DNA methylation machinery, indicating that the Tc1 mouse is a suitable model to study HMR formation on the newly introduced human chromosome 21.

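The Tc1 mouse carries most of human chromosome 21 in addition to its own chromosomes. BioCAP, in which a biotinylated CxxC domain captures DNA with non-methylated CpGs for sequencing, was carried out in Tc1 liver in biological replicates (n = 2) and in testis with the same number of replicates. The authors aligned these reads to the mouse chromosomes plus human chromosome 21 with bowtie, called HMRs with MACS1.4 against an input control, and kept HMRs found in both replicates. Human HMRs came from an earlier study, whose samples were not analysed here. The authors removed HMRs over breakpoints or deleted regions of the Tc1 chromosome and scaled the reads in duplicated regions. They then divided the HMRs of each tissue by the fold change in BioCAP reads between human and Tc1. The 6 deposited lists, 3 for each tissue, hold shared, human-specific and Tc1-specific HMRs as start and end positions on human chromosome 21. Together they hold 1174 HMRs, of which 588 are from liver and 586 from testis. The paper reports a high correlation between replicate experiments. The lists combine both replicates and give no reads or scores, so the depth behind each HMR and its spread between replicates are unknown. The HMR was therefore the unit of every comparison, and intervals and p-values cover the sampling of HMRs, not of animals. Neighbouring HMRs need not be independent. Nor are HMRs of liver and testis, since 202 of 344 shared HMRs of liver overlapped an HMR of testis. Tests between the tissues did not use this pairing by position. The paper's text does not name the genome build, and positions are given as listed, counted from 1. The first HMR starts at 9436902 and the last ends at 48091493. The liver HMRs cover 2161844 bp and the testis HMRs 2132412 bp. HMRs of different lists of one tissue did not overlap in any of the 6 pairs of lists. An overlap of at least 1 bp counted as an overlap between tissues.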

To investigate how HMRs form on human chromosome 21 in the mouse nuclear environment, we identified HMRs in developmentally distinct testis and liver tissue from the Tc1 mouse and directly compared these to HMRs formed on chromosome 21 in the corresponding human tissues (8). This revealed that the majority of human HMRs (85% in testis and 82% in liver) were recapitulated in the Tc1 mouse (Figure 1A and B). This was evident when BioCAP signal was plotted at all human chromosome 21 HMRs in the human and corresponding Tc1 mouse tissues (Figure 1C and D, left, and Figure 1E). 

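Human HMRs were counted as the shared plus the human-specific HMRs of each tissue. In testis, 377 of 443 human HMRs were shared with Tc1, or 85.1% (95% Wilson interval 81.5 to 88.1%). In liver, 344 of 419 were shared, or 82.1% (interval 78.1 to 85.5%). The difference of 3.00 percentage points between the tissues was not distinguishable from 0 (two-sided Fisher's exact test, p = 0.269). Of the alternatives tried, keeping HMRs of at least 1000 bp moved the liver share most, to 85.0%. From the recapitulated majority, together with the H3K4me3 signal at these sites, the paper concludes that for the most part DNA sequence is sufficient to shape the methylation state of HMRs.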

To ensure that the HMRs formed on human chromosome 21 in the Tc1 mouse were functioning as they normally do in human tissues, we examined whether they were also modified by H3K4me3, a histone modification placed at HMRs by ZF-CxxC domain containing histone methyltransferase complexes (12,45). In agreement with the observation that the majority of HMRs form normally on human chromosome 21 in the Tc1 mouse tissues, we also observed robust H3K4me3 ChIP-seq signal at these sites in liver and testis tissue (Figure 1C and D, right). Overall, the majority of HMRs on human chromosome 21 and their stereotypical chromatin modifications are faithfully recapitulated when the chromosome is transplanted into mouse. This indicates that, for the most part, DNA sequence is sufficient to shape DNA methylation state at HMRs during vertebrate development, and furthermore that the systems required to achieve HMR formation at these sites are highly conserved between two vertebrate species, human and mouse.

**Figure 1.**
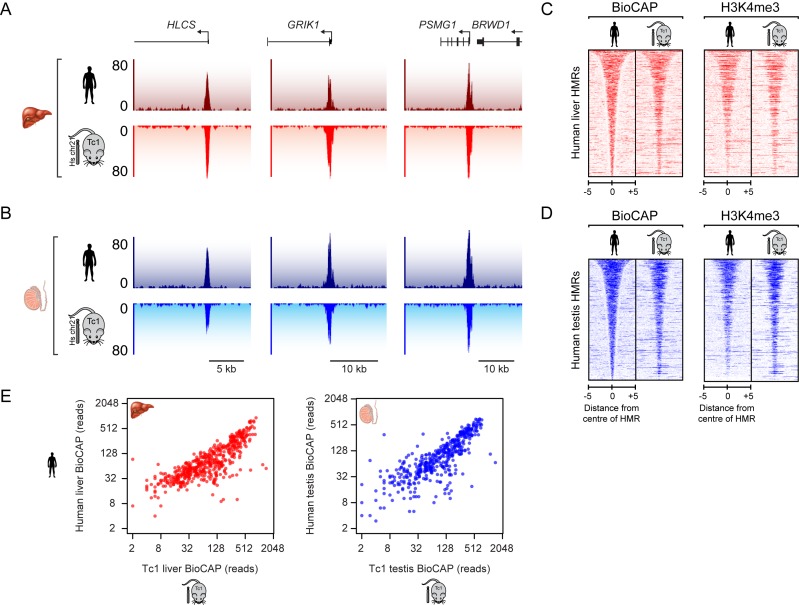
Hypomethylated regions (HMRs) on human chromosome 21 are largely recapitulated in the transchromosomic mouse model. (**A** and **B**) Profiles of non-methylated DNA (BioCAP-seq) at three regions on human chromosome 21 in human (upper) and in Tc1 mouse (lower, inverted) liver (A) and testis (B) tissues. Genes are depicted above the BioCAP traces. (**C** and **D**) Heatmaps depicting BioCAP (left) and H3K4me3 ChIP-seq (right) signal across human chromosome 21 HMRs in the human and Tc1 mouse liver (C) and testis (D) tissues. Signal is ranked according to HMR length and aligned to the centre of the HMR. Scalebar in kb. (**E**) Scatterplots of BioCAP-seq reads for human and Tc1 mouse at all human HMRs from liver (left) and testis tissue (right).

### Identification of species-specific HMRs

Although HMRs on chromosome 21 were for the most part appropriately specified in the Tc1 mouse, we observed a number of locations where DNA methylation was gained or lost in the Tc1 mouse when compared to the same locus in human (Figures 1E and 2A and B, upper panels). This interesting observation suggests that some species-specific features must also contribute to HMR specification. To explore these changes in more detail, we used targeted deep bisulfite sequencing to examine at single base pair resolution the DNA methylation state at a number of these loci. In all cases, this revealed quantitative differences in DNA methylation across a range of CpG densities in agreement with the altered magnitude of BioCAP-seq signal. This is evident when individual loci were visualized (Figure 2A and B, lower panels) and more broadly at a set of 37 differentially methylated HMRs but not control loci (Supplementary Figure S3). We refer to these differentially methylated loci as species-specific HMRs (ssHMRs) to distinguish them from the majority of HMRs that display invariant methylation patterns when chromosome 21 resides in either Tc1 mouse or human tissues.

**Figure 2.**
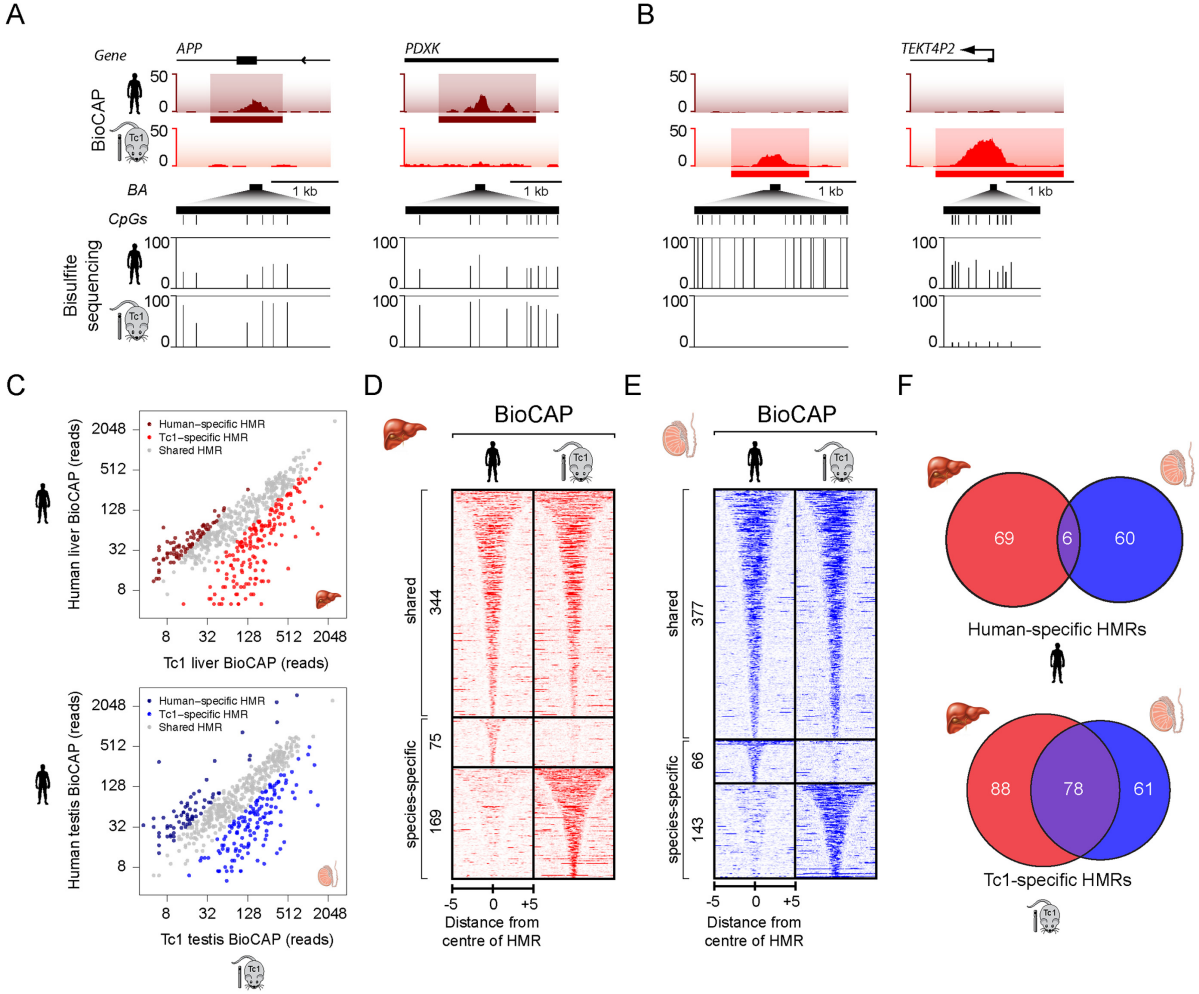
Identification of species-specific HMRs. (**A** and **B**) BioCAP-seq traces across two human-specific (A) and two Tc1-specific (B) HMRs on human chromosome 21. Species-specific HMRs (ssHMRs) are indicated by a horizontal bar below the BioCAP-seq traces (upper). Bisulfite sequencing at species-specific HMRs confirms alterations in methylation at these sites (lower). Bisulfite amplicons (BA) are depicted by a horizontal black bar, CpG dinucleotides by a vertical line and the methylation status of each CpG in human or Tc1 liver is depicted as a vertical line between 0 and 100%. (**C**) Scatter plot of BioCAP-seq reads for human and Tc1 mouse at all HMRs to illustrate human and Tc1-specific HMRs in liver (upper) and testis (lower). (**D** and **E**) Heatmaps of BioCAP-seq signal in human and Tc1 mouse liver (D) and testis (E) tissues illustrate that a subset of HMRs are differentially methylated. Heatmaps are ranked according to HMR length and aligned to the centre of the HMR with shared (upper), human-specific (middle), and Tc1-specific (lower) sites clustered together. Scalebar in kb. (**F**) Venn diagrams depicting the overlap between human-specific HMRs (upper) or Tc1-specific HMRs (lower) from different tissues.

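Lengths were computed from the listed starts and ends. Shared HMRs had a median length of 2825 bp in liver (interquartile range 1887 to 4327 bp) and 3110 bp in testis (1910 to 4624 bp). Human-specific HMRs were shorter, with a median of 1492 bp in liver and 1744.5 bp in testis. The difference in median from shared HMRs was -1333 bp in liver (two-sided permutation test with 100000 resamples, Benjamini-Hochberg adjusted p = 8.0e-05 over 4 comparisons) and -1365.5 bp in testis (adjusted p = 6.2e-04). Tc1-specific HMRs had a median of 3178 bp in liver and 3481 bp in testis. These medians were 353 bp and 371 bp above those of shared HMRs, and neither difference passed the threshold (permutation test, adjusted p = 0.182 and 0.133). On the mean log2 scale the Tc1-specific HMRs were longer than shared HMRs by 0.21 in liver (permutation test, adjusted p = 0.0239) and 0.24 in testis (adjusted p = 0.00839). Human HMRs came from an earlier study, so class and data set were not separated. A difference in length may therefore reflect how the HMRs were called. The longest shared HMR of liver spanned 22559 bp on chromosome 21 from 38061370 to 38083928, and the longest shared HMR of testis spanned 21131 bp from 38062718 to 38083848 in the same place. The next longest shared HMR of liver spanned 21073 bp from 46322178 to 46343250 and overlapped both a shared and a Tc1-specific HMR of testis. The next longest of testis spanned 18080 bp from 15441760 to 15459839 and overlapped a Tc1-specific HMR of liver.

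**Figure D1:**
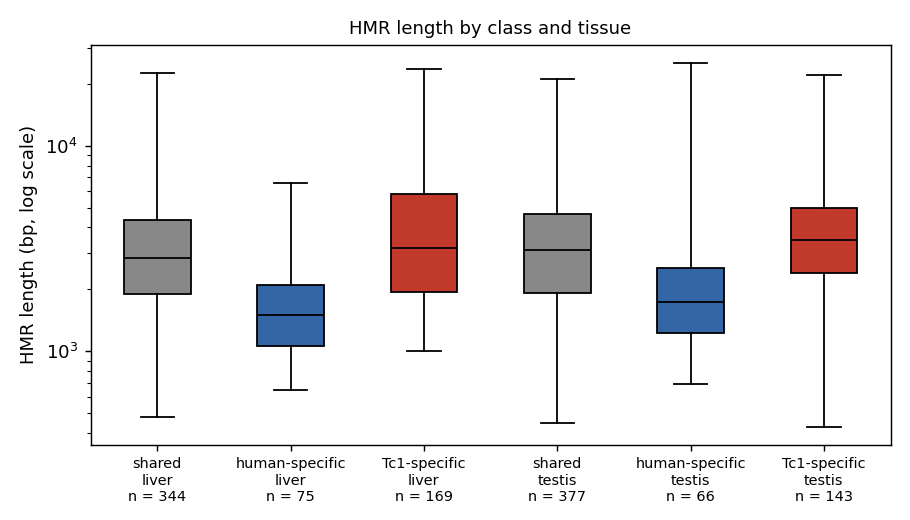
Length of each HMR in bp on a log scale, by class and tissue, with the number of HMRs under each box. Boxes span the quartiles with the median as a line, and whiskers reach the shortest and longest HMR. The human-specific boxes have the lowest medians, 1492 bp in liver and 1744.5 bp in testis.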

Differential analysis of BioCAP-seq signal over the combined set of Tc1 and human HMRs revealed a surprisingly large number of ssHMRs (244 in liver and 209 in testis) (Figure 2C–E). 

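The liver ssHMRs comprised 75 human-specific and 169 Tc1-specific HMRs, 244 in total. The testis ssHMRs comprised 66 human-specific and 143 Tc1-specific HMRs, 209 in total. The longest ssHMRs of each list are given by position on human chromosome 21, and the genes at these positions were not analysed here. In liver, the longest human-specific HMR spanned 6603 bp from 37848771 to 37855373 and the next 5511 bp from 45505270 to 45510780. The longest Tc1-specific HMR of liver spanned 23563 bp from 45701057 to 45724619, and the next spanned 20630 bp from 44814116 to 44834745. Both overlapped a Tc1-specific HMR of testis. In testis, the longest human-specific HMRs spanned 25290 bp from 11125198 to 11150487 and 16227 bp from 10773056 to 10789282. Neither overlapped an HMR of liver. Both started below 15000000 bp, as did 10 of the 66 human-specific HMRs of testis, where repeats of the short arm and the pericentromeric region are a concern. The longest Tc1-specific HMR of testis spanned 21992 bp from 47411649 to 47433640 and the next 19286 bp from 45703835 to 45723120. Both overlapped a Tc1-specific HMR of liver.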

At these sites there was a tendency for the hypomethylated state to predominate in the Tc1 tissue, accounting for 68–69% of ssHMRs (Figure 2C–E). 

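The Tc1-specific share of ssHMRs was 69.3% in liver (95% Wilson interval 63.2 to 74.7%) and 68.4% in testis (interval 61.8 to 74.3%). Both shares lay above 50% (two-sided exact binomial test, p = 1.66e-09 in liver and 1.06e-07 in testis). The test assumes independent HMRs and equal detection in the human and Tc1 data, which came from different studies. The Tc1-specific shares were not distinguishable between the tissues (two-sided Fisher's exact test, p = 0.919). Keeping HMRs of at least 1000 bp moved the liver share most, to 74.3%.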

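Human-specific HMRs of liver and testis were joined into loci wherever they overlapped. Of the 135 loci, 69 were found in liver only, 60 in testis only and 6 in both tissues. The share in one tissue was 95.6% (95% Wilson interval 90.6 to 97.9%). Under the alternatives tried it lay between 91.5%, with the HMRs of each tissue counted in place of merged loci, and 96.7%, with HMRs starting at or above 15000000 bp. Of the 69 liver HMRs with no human-specific counterpart in testis, 62 overlapped no HMR of testis and 6 overlapped a shared one. Of the 60 such testis HMRs, 46 overlapped no HMR of liver and 14 overlapped a shared one. From the high share of single-tissue HMRs, the paper proposes that HMR formation at these sites may rely on tissue-specific events.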

Interestingly, human-specific HMRs were usually unique to one tissue (96%) (Figure 2F, upper), suggesting that HMR formation at these sites may rely on tissue-specific events. In contrast, fewer Tc1-specific HMRs were unique to one tissue (66%) (Figure 2F, lower) suggesting that species-specific, but tissue-invariant, activities contribute to HMR formation at the remaining (33%) Tc1-specific HMRs.

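Tc1-specific HMRs formed 227 loci, 88 in liver only, 61 in testis only and 78 in both tissues. The share in one tissue was 65.6% (95% Wilson interval 59.2 to 71.5%), and the share in both was 34.4% (interval 28.5 to 40.8%). The single-tissue share was 29.9 percentage points higher for human-specific than for Tc1-specific loci (two-sided Fisher's exact test, p = 2.01e-12). With the HMRs of each tissue counted in place of merged loci, the Tc1-specific share in one tissue was 47.8%. A Tc1-specific HMR unique to one tissue was in part a shared HMR in the other. Of the 88 liver HMRs with no Tc1-specific counterpart in testis, 53 overlapped a shared HMR of testis (60.2%, interval 49.8 to 69.8%) and 35 overlapped no HMR of testis. Of the 61 such testis HMRs, 23 overlapped a shared HMR of liver (37.7%, interval 26.6 to 50.3%) and 38 overlapped none.

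**Figure D2:**
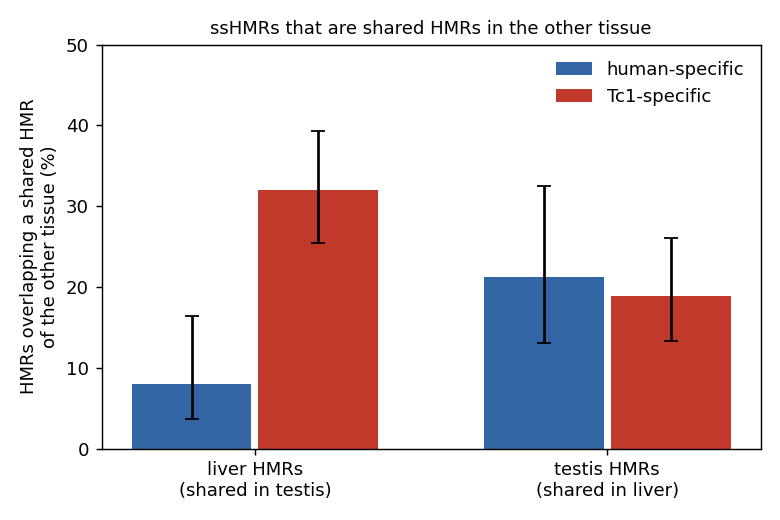
Share of human-specific and Tc1-specific HMRs of each tissue that overlap a shared HMR of the other tissue, in percent, with 95% Wilson intervals. In liver the share was 8.00% of 75 human-specific and 32.0% of 169 Tc1-specific HMRs, and in testis 21.2% of 66 and 18.9% of 143.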

### The majority of species-specific HMRs are not directly related to changes in gene expression and are distal to gene promoter regions

The identification of ssHMRs on human chromosome 21 in the human and mouse nuclear environments provided a unique opportunity to examine these differences in detail and discover the mechanisms that specify these methylation patterns. Given the historical relationship between CGIs and gene promoters, we first examined whether ssHMRs were associated with gene transcriptional start sites (TSSs). This revealed that ssHMRs are infrequently associated with TSSs (38/244 for liver and 30/209 for testis), and that the majority of these sites are located away from gene promoters (Figure 3A). Furthermore, when we examined the magnitude of change in BioCAP signal at ssHMRs, those found away from gene promoters showed larger alterations suggesting that these sites are more prone to nuclear environment-dependent changes in DNA methylation (Figure 3B). In the small number of instances where ssHMRs overlapped a gene promoter, there was no obvious relationship between the observed differences in DNA methylation and host gene expression patterns, suggesting that these alterations are not related to transcriptional changes (Supplementary Figure S4).

**Figure 3.**
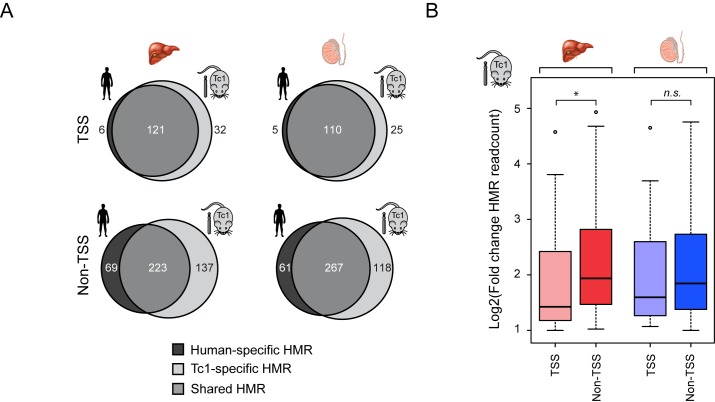
The majority of species-specific HMRs are distal to gene promoter regions. (**A**) Venn diagrams depicting the overlap between HMRs in the human and Tc1 mouse tissue. HMRs are segregated into those located at transcription start site (TSS ± 500bp) (upper) and those found away from TSSs (lower). Human-specific HMRs are coloured in dark grey, shared HMRs in grey and Tc1-specific HMRs in light grey. (**B**) Boxplots depicting fold-change in BioCAP signal between Tc1 mouse and human at Tc1-specific HMRs located at a gene TSS or elsewhere in the chromosome. Tc1-specific HMRs away from gene TSSs exhibit a greater fold-change in BioCAP signal compared to those at gene TSSs. Significance values calculated using Welch's *T*-test (*P < 0.05).

### Species-specific HMRs in the Tc1 mouse are CpG-rich and often associated with young repetitive DNA elements

Given the overrepresentation of ssHMRs in regions of the genome distal to TSSs, we examined in more detail the DNA sequence features at these sites to understand if this could explain their species-specific methylation patterns and provide insight into the mechanisms shaping their methylation state. We initially focused on CpG dinucleotide frequency and GC content, based on our previous observations that these nucleotide features are almost universally elevated amongst regions in vertebrate genomes that lack CpG methylation (8). Initially we examined Tc1-specific HMRs as they were the most abundant group of ssHMRs and directly compared their nucleotide features to shared HMRs. In general, shared HMRs on human chromosome 21 in both the human and Tc1 mouse were characterized by classical CpG island nucleotide features, with CpG density and GC content above the genome average, consistent with their invariantly hypomethylated state (Figure 4A and B). Somewhat surprisingly, Tc1-specific HMRs had highly elevated CpG density and GC content, even eclipsing the nucleotide frequencies characteristic of the non-methylated state at most shared HMRs (Figure 4A and B). This indicates that despite their CGI-like nucleotide composition, a subset of CpG and GC-rich regions on human chromosome 21 are actively targeted by the DNA methylation machinery in human tissues, and yet these same sequences evade DNA methylation in the Tc1 mouse.

**Figure 4.**
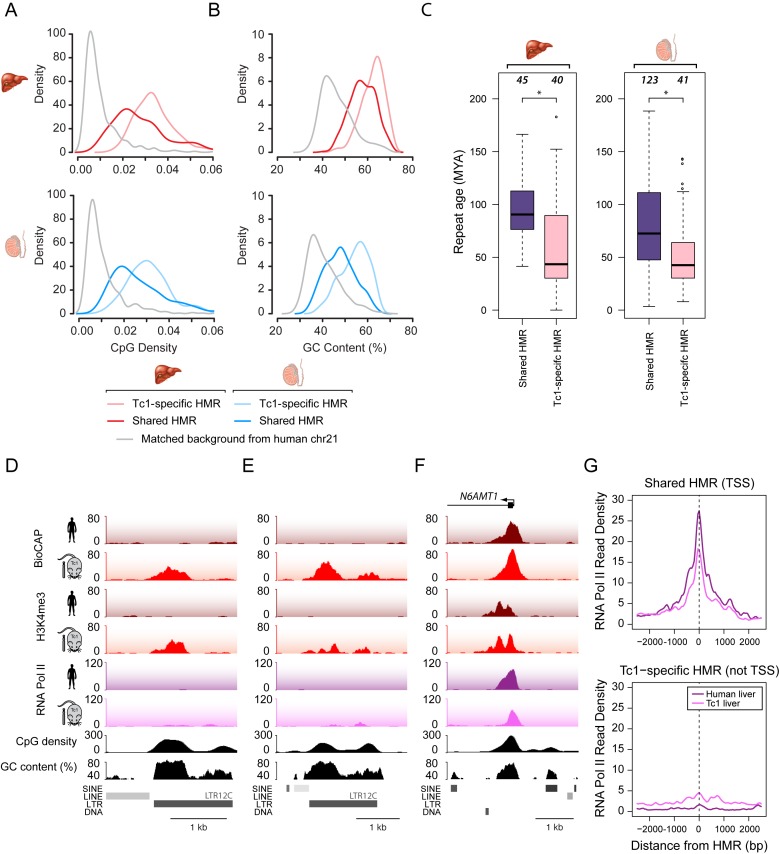
Tc1-specific HMRs are CpG-rich and often associated with young repetitive DNA elements. (**A** and **B**) CpG density (A) and GC content (B) plots of liver (upper panel, red) and testis (lower panel, blue) HMRs that are shared between human and Tc1 mouse (dark line) or are Tc1-specific (pale line). A background control is indicated (grey). (**C**) Boxplots depicting age of repeats (in million years) associated with HMRs in liver (left) and testis tissue (right). HMRs are segregated into those that are shared in human and Tc1 mouse (purple) and are Tc1-specific (pink). The difference in repeat age between shared and Tc1-specific HMRs is significantly different as calculated by a Mann–Whitney U test (*P < 5 × 10^−4^). (**D** and **E**) Snapshots of two Tc1-specific HMRs associated with a repetitive element. (**F**) A snapshot of a gene promoter on human chromosome 21 with a shared HMR, and which is associated with RNA PolII in both the Tc1 mouse and endogenous human nuclear environment. (**G**) RNA PolII enrichment at human-Tc1 shared TSS-associated HMRs (upper) and Tc1-specific non-TSS-associated HMRs (lower) in human and Tc1 mouse liver.

CpG and GC-rich sequences that are methylated in human tissues are often associated with repetitive or parasitic DNA elements (46). Targeted methylation of these DNA elements is a common evolutionary strategy to suppress the potentially deleterious effects on the host genome (1,47). In the human genome, primate-specific repetitive elements have emerged recently enough that their CpG frequency remains high in the face of evolutionary mechanisms that drive down the overall frequency of CpG dinucleotides in vertebrate genomes (48–52). Therefore some of these elements display an elevated CpG density compared to the surrounding genome, much like CGI elements (51,53). We previously showed that in some cases, primate-specific repeats can possess latent gene regulatory potential and become activated in the mouse (36). When the average age of repeats associated with either shared HMRs, human-specific HMRs, and Tc1 mouse-specific HMRs were compared it was evident that young, newly acquired repetitive elements were overrepresented in Tc1 mouse-specific HMRs (Figure 4C and Supplementary Figure S5). Interestingly, however, loss of methylation at most of these sites was unrelated to gene transcription, as examination of ChIP-seq for RNA polymerase II (Pol II) in liver tissue at Tc1-specific HMRs revealed that only a subset (20%) of these sites acquired RNA Pol II occupancy. This is evident at individual loci (compare Figure 4D and E to F) and through analysis of RNAPII occupancy at Tc1-specific HMRs compared to transcribed shared HMRs (Figure 4G). Together, this indicates that Tc1-specific HMRs do not simply result from unmasking of dormant or cryptic gene promoters with latent regulatory potential (36) and supports the idea that species-specific trans-acting factors actively target DNA methylation to these sites. Therefore, our observations reveal that in the absence of co-evolved mechanisms that specifically methylate young human repeat elements, elevated CpG and GC content is sufficient to protect these sequences from DNA methylation during development. Together these interesting interspecies observations provide new and widespread evidence that mechanisms that sense CpG dinucleotide frequency contribute centrally to evasion of the DNA methylation machinery.

### Species-specific transcription factor binding is widely associated with species-specific HMR formation

Elevated nucleotide features at young human repetitive sequences appear to contribute to their hypomethylated state in the Tc1 mouse, however this cannot explain how a subset of human HMRs on human chromosome 21 acquire DNA methylation in the mouse nuclear environment. To understand the features that drive formation of these human-specific HMRs we again examined their underlying nucleotide features. In contrast to Tc1 mouse-specific HMRs, human-specific HMRs were characterized by CpG density and GC content above the genome average, but significantly below those found at classical CGI elements (Figure 5A–B). This suggests that mechanisms protecting these sites from methylation in human tissues do not rely on classical CGI-like nucleotide frequencies.

**Figure 5.**
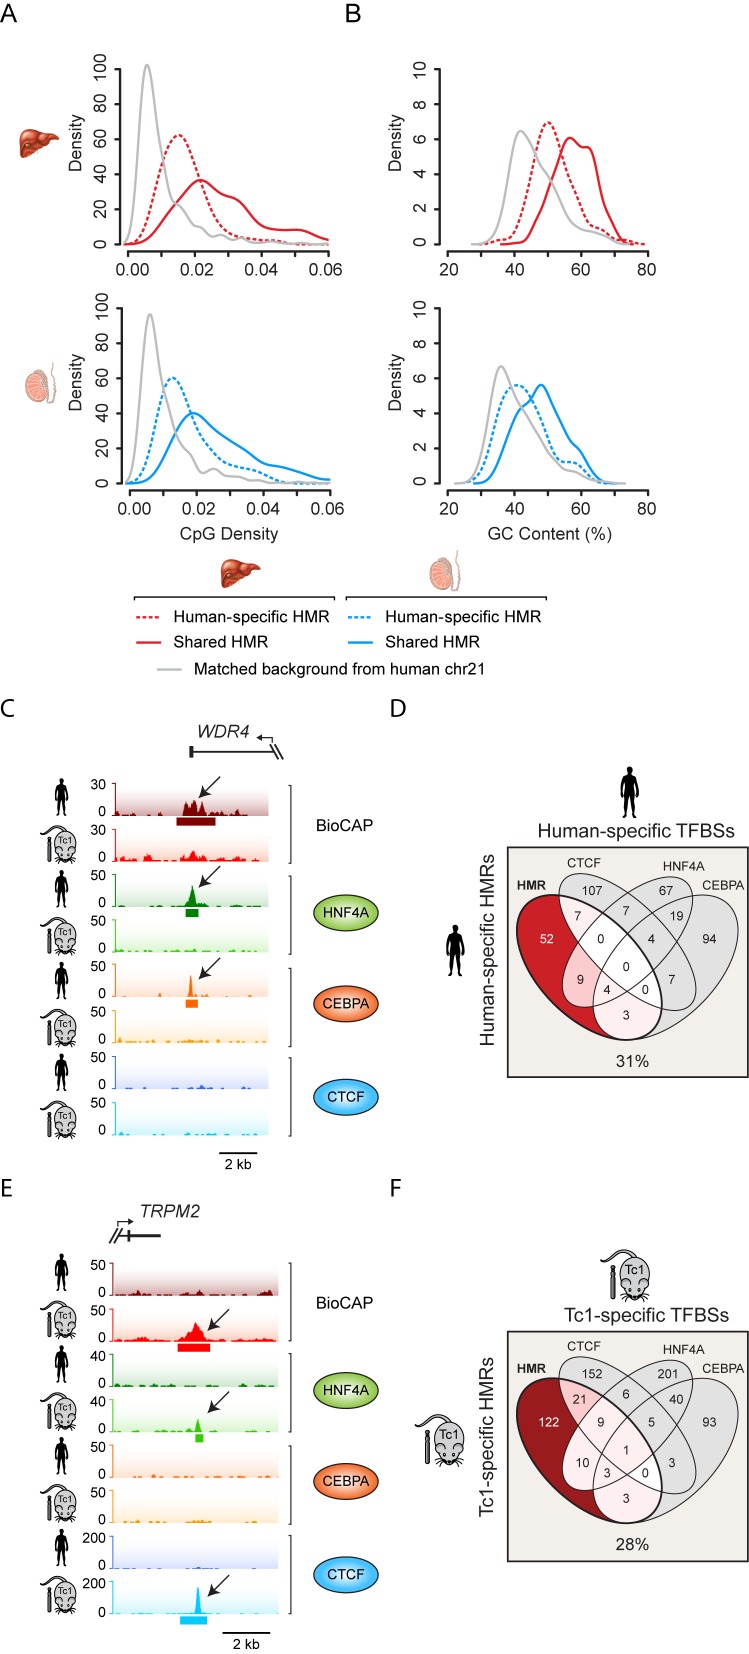
Species-specific transcription factor binding is widely associated with species-specific HMR formation. (**A** and **B**) CpG density (A) and GC content (B) plots of liver (upper panel, red) and testis (lower panel, blue) HMRs that are shared between human and Tc1 mouse (dark line) or are human-specific (dashed line). A background control is indicated (grey). (**C**) A snapshot illustrating a human-specific HMR corresponding to a human-specific transcription factor binding event as indicated by CEBPA and HNF4A ChIP-seq signal. (**D**) A 4-way Venn diagram comparing human-specific HMRs to human-specific transcription factor binding sites (TFBSs) for CEBPA, HNF4A and CTCF on human chromosome 21. 31% of human-specific HMRs overlapped a human-specific TFBS. (**E**) A snapshot illustrating a Tc1 mouse-specific HMR corresponding to a Tc1 mouse-specific transcription factor binding event as indicated by HNF4A and CTCF ChIP-seq signal. (F) A 4-way Venn diagram comparing Tc1-specific HMRs to Tc1-specific transcription factor binding sites for CEBPA, HNF4A and CTCF on human chromosome 21. 28% of Tc1-specific HMRs overlapped a Tc1-specific TFBS.

We and others have recently identified a subset of HMRs that are differentially methylated depending on tissue type (8,14–17,54). These tissue-specific HMRs often correspond to distal regulatory elements, including enhancers. Much like the human-specific chromosome 21 HMRs, these sites have low CpG dinucleotide frequency and GC content. Distal regulatory elements usually correspond to sites of transcription factor occupancy, which has been proposed to protect the underlying binding site and surrounding DNA from methylation (20,22,23,26,27,55). Therefore, an interesting possibility is that human-specific HMRs at regions exhibiting an intermediate-to-low CpG frequency and GC content may result from species-specific DNA binding events. To investigate this possibility, we examined the ChIP-seq profiles of three DNA binding factors CEBPA, HNF4A and CTCF in the human and Tc1 mouse liver (36). Despite the conserved nature of these DNA binding factors between human and mouse, we identified a large number of species-specific DNA binding events on chromosome 21, likely due to subtle changes in binding site preference (Supplementary Figure S6A). An examination of these species-specific transcription factor binding events revealed that human-specific HMRs frequently overlap transcription factor binding events that are unique to the human liver. For example, the 3′ end of the *WDR4* gene is characterized by HNF4A and CEBPA binding events that only occur in the human liver, and this corresponds to a human-specific HMR (Figure 5C). Strikingly, 31% (23/75) of human-specific HMRs intersected at least one transcription factor binding event that was unique to the human liver tissue (Figure 5D and Supplementary Figure S6B). Therefore, differential transcription factor binding appears to be a central feature of species-specific methylation states at sites with intermediate CpG and GC content on human chromosome 21.

Given the clear overlap between transcription factor binding and ssHMRs in human tissue, we wondered whether Tc1 mouse-specific transcription factor binding events may also be implicated in the methylation state of some ssHMRs in mouse. When we examined Tc1-specific HMRs we again observed that nearly a third (47/169) of these sites overlapped with a Tc1-unique transcription factor binding event (Figure 5F). For example, downstream of the human *TRPM2* gene an HMR is hypomethylated in the Tc1 mouse and bound by both HNF4A and CTCF. In human these binding events are absent and the region is methylated (Figure 5E and Supplementary Figure S6C). Strikingly, the methylation state of approximately one-third of all species-specific chromosome 21 HMRs appear to be related to the binding profiles of just three transcription factors (Figure 5D and F). This suggests that if more transcription factors were examined, the methylation state of a large proportion of species-specific chromosome 21 HMRs might correspond to these events. Therefore together, our *in vivo* interspecies experiments demonstrate the breadth with which DNA binding transcription factor occupancy can shape DNA methylation profiles at sites in the genome that have low CpG density and GC content, an observation that is further supported by recent *in vitro* experiments that also suggest DNA binding events contribute to local methylation profiles (20,22,23).

### The principles shaping HMR formation are DNA encoded and conserved across vast expanses of divergent vertebrate evolution

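Over the combined set of human and Tc1 HMRs, shared HMRs made up 58.5% in liver (95% Wilson interval 54.5 to 62.4%) and 64.3% in testis (interval 60.4 to 68.1%). The share varied along chromosome 21. In windows of 5 Mb it was highest in liver from 35 to 40 Mb, at 71.4% of 77 HMRs, and in testis from 30 to 35 Mb, at 84.9% of 53 HMRs. From 45 Mb to the end of the chromosome it was 55.2% of 181 HMRs in liver and 52.7% of 129 HMRs in testis. In liver it lay below 50% in each window from 5 to 25 Mb, with 30.6% of 36 HMRs from 15 to 20 Mb. In testis it lay below 50% only from 5 to 15 Mb, with 33.3% of 24 HMRs from 10 to 15 Mb. The windows were set after smaller windows had been examined.

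**Figure D3:**
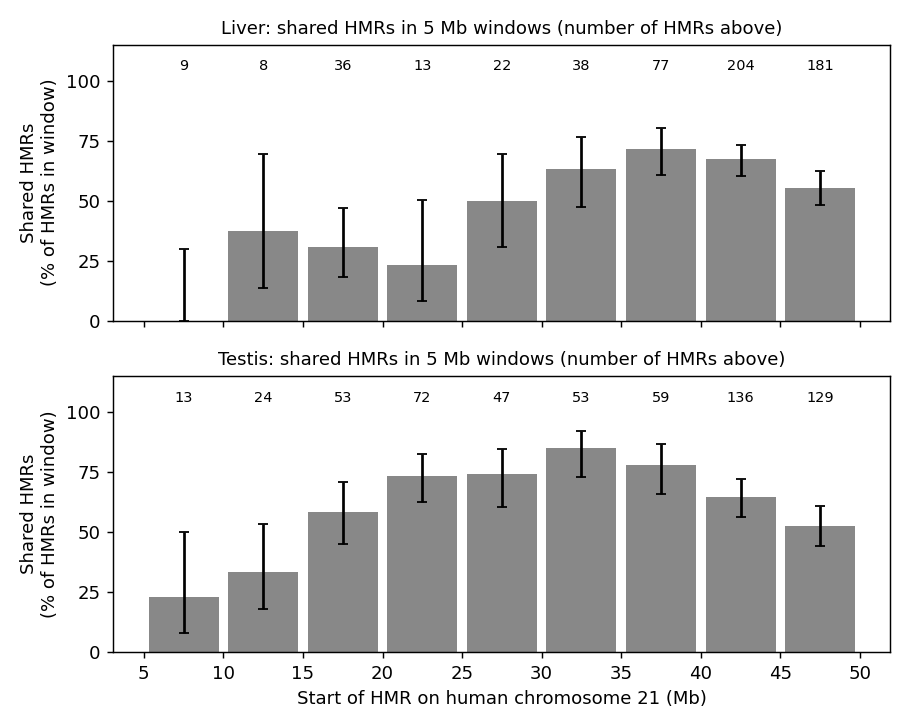
Shared HMRs as a percentage of all HMRs in 5 Mb windows of human chromosome 21, by the start of the HMR, in liver (upper) and testis (lower), with 95% Wilson intervals and the number of HMRs above each bar. No HMR of liver was shared among the 9 from 5 to 10 Mb, where the interval reaches 29.9%.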

Although it is clear in the Tc1 mouse that a subset of sites on human chromosome 21 can exist in alternative methylation states depending on the host species, the majority of HMRs throughout the human chromosome form completely normally (Figure 2C–E). This suggests that the general mechanisms specifying DNA methylation patterns and protecting CGIs from methylation are for the most part intact and conserved across 75 million years of evolutionary divergence between human and mouse. We recently demonstrated that features of a CGI-like system exist in most, if not all, branches of vertebrate evolution (8). If DNA sequence is indeed the central driver in HMR formation and the mechanisms driving these methylation states are functionally conserved in divergent vertebrate species then one would predict that the transplantation of mammalian DNA sequences into even more distantly related vertebrates would also result in the accurate specification of HMRs during animal development.

To test this hypothesis, we introduced large chromosomal fragments of mouse DNA into the zebrafish genome and used BioCAP-seq to examine how the resulting methylation profiles compared to the profiles observed in mouse tissues. To achieve this, four mouse bacterial artificial chromosomes (mBACs) each containing approximately 200 kb of genomic sequence were introduced into the genome of the fertilized zebrafish zygote by Tol2-mediated transposition (29). When we examined the resulting methylation profiles of the mouse DNA sequences in 28–30 hours post fertilisation (hpf) zebrafish embryos, we observed that promoter-associated mouse HMRs were appropriately specified, including both typical 1–2 kb HMRs (Figure 6A and B) and broad HMRs, which tend to be associated with genes important for development (Figure 6C) and that the BioCAP-seq signal at HMRs on the mouse DNA in zebrafish correlated linearly with the BioCAP-seq signal in mouse tissues (Figure 6F–H). Together this indicates that the principles driving protection of these elements from DNA methylation are DNA encoded and conserved across vertebrate evolution.

**Figure 6.**
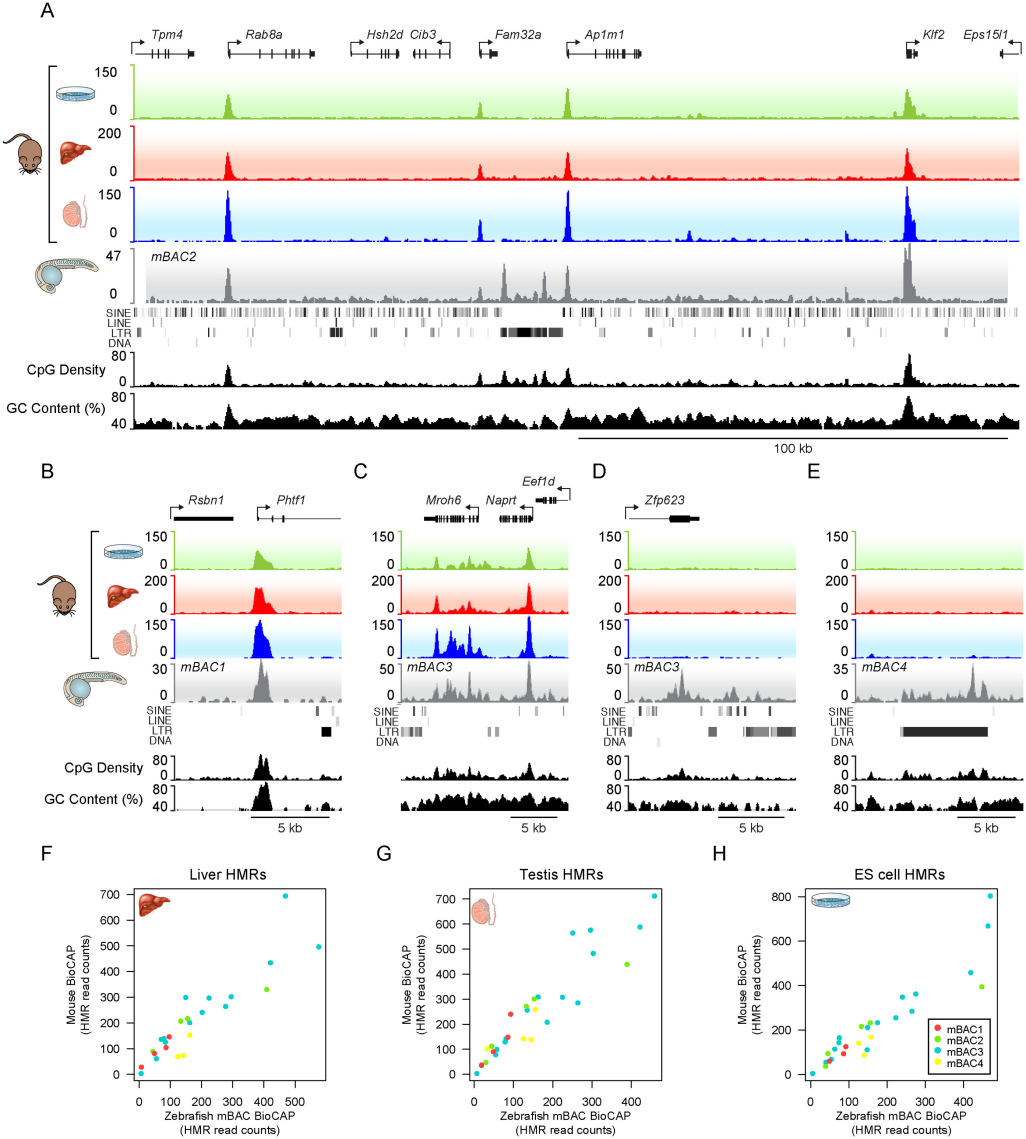
The DNA encoded principles that underpin HMR formation are conserved across vast expanses of divergent evolution. (**A**) BioCAP-seq profile of a mouse chromosomal DNA fragment introduced into the zebrafish genome and analysed at 28–30 h post-fertilisation (hpf). The BioCAP signal from three representative mouse cell-types ES cells, liver and testis (green, red and blue traces) and the BioCAP trace observed for this locus in the developing zebrafish (grey) is indicated. CpG density and GC content are depicted in black. All four mouse HMRs form on the mouse BAC DNA in the zebrafish embryo and a cluster of repetitive LTR elements in the centre of the mouse BAC form zebrafish-specific HMRs. (**B**) A snapshot of a promoter-associated mouse HMR. (**C**) A snapshot of a broadly hypomethylated region. (**D**) A snapshot of a zebrafish-specific HMR region that forms at a CpG and GC-rich mouse exonic region that is normally methylated in mouse tissues. (**E**) A snapshot illustrating a cluster of mouse LTR elements which are CpG dense and become hypomethylated in zebrafish. (**F**–**H**) Scatterplots comparing BioCAP-seq read counts at mouse HMRs in zebrafish with mouse liver (F), testis (G) and embryonic stem cells (H).

Interestingly, a small number of new HMRs were formed on the mouse BACs integrated into zebrafish, much like the species-specific HMRs that were observed in the Tc1 mouse. When we examined these sites in more detail they again corresponded to CpG and GC rich regions within the mBAC including an exonic region of the Zfp623 gene (Figure 6D). Importantly, several sites where zebrafish specific HMRs formed in the mBACs corresponded to small clusters of CpG rich LTR repeats, including intracisternal A particles (IAPs) and the ERV1 element MMVL30-int, that are restricted to the mouse lineage, and are absent from the zebrafish genome (Figure 6A and E, Supplementary Figure S7A). Many of the LTR retrotransposons present on the mBACs exhibit CpG density comparable to endogenous CpG islands (Supplementary Figure S7B) and, therefore, in a manner similar to young primate specific repeat sequences in the Tc1 mouse, zebrafish presumably lacks co-evolved mechanisms to drive DNA methylation to these mouse repeat regions. Consequently, the elevated CpG and GC content of these repeat sequences appears to render them refractory to methylation further supporting the argument that nucleotide content is a central and evolutionarily conserved DNA encoded feature shaping HMR formation.

Therefore, by examining the principles that shape HMR formation *in vivo* across distinct vertebrate organisms that have undergone extensive divergent evolution, we find that nucleotide content, in particular CpG and GC richness, is a central feature shaping HMR formation. Furthermore, the fact that most mouse HMRs, when situated in their normal genomic context, formed accurately in zebrafish (Figure 6F–H) reveals quite remarkably that the mechanisms driving stereotypical HMR formation, particularly at gene promoters, are highly conserved, despite 450 million years divergent evolution.

## DISCUSSION

The mechanisms that form and maintain epigenomes *in vivo* are very poorly understood. Recently, cell culture-based approaches inserting small DNA fragments into the genome have suggested some principles that may contribute to formation of DNA methylation states (22–24). However, these approaches do not examine how DNAs behave in their natural genomic context, are limited in the total amount of DNA sequence they interrogate, and do not capture the divergent developmental trajectories that ultimately shape chromosomal DNA methylation patterns in tissues. Therefore, to overcome these limitations we have exploited a transchromosomic mouse model and examined developmentally distinct tissues to discover that the majority of HMRs on human chromosome 21 are appropriately recapitulated when transplanted into the mouse nuclear environment, indicating that the underlying DNA sequence and genomic context is largely sufficient to drive the observed methylation patterns in vertebrate organisms.

A subset of regions distal to classical promoter-associated CGIs showed species-specific methylation patterns. Interestingly, CpG and GC-rich regions associated with young repeat sequences became hypomethylated in the mouse nuclear environment, and also in experiments where mouse BACs were integrated into zebrafish, apparently in the absence of mechanisms that would normally drive methylation to these sites. This feature is uniquely revealed through our interspecies experiments and demonstrates that the mechanisms which evolved to recognize repeat elements and methylate them can override the inherent capacity of CpG and GC-rich sequences to evade DNA methylation, presumably as a requirement to protect the genome against the activity of these potentially deleterious elements. These protection mechanisms may rely on the activity of piwi RNA (piRNA) clusters that encode a historical memory of transposition events from invading retroviruses and recruit PIWI proteins to endogenous transposons resulting in their methylation (56,57). Alternatively, a class of KRAB zinc finger DNA binding proteins appears to rapidly evolve the capacity to recognize emerging classes of repetitive DNA sequence and similarly targets them for DNA methylation (58,59). Importantly, in the absence of co-evolved mechanisms that target DNA methylation to these repetitive sequences, it appears that CpG and GC-richness renders these DNA sequences refractory to DNA methylation, much like classical HMRs, supporting the idea that the cell uses CpG and GC richness as a cue to protect against DNA methylation. In contrast to CpG and GC-rich regions, the methylation state of DNA sequences with intermediate CpG and GC content are frequently defined by species-specific DNA binding events, providing new widespread experimental evidence that site-specific DNA binding factor occupancy, in addition to DNA sequence features, can play a central role in shaping DNA methylation patterns at these sites. Together these observations reveal that CpG and GC nucleotide features and protein-based DNA binding events defined by DNA sequence are central determinants in shaping methylation patterns on chromosomal DNA sequences *in vivo* during development. Furthermore, by transplantation of mouse chromosome fragments into zebrafish we discovered that these general principles are conserved across vast expanses of divergent vertebrate evolution, uncovering the existence of a highly conserved and DNA encoded logic that shapes methylation patterns in the vertebrate epigenome.

Our observation that CpG and GC nucleotide content is a central determinant in protecting chromosomal DNA from DNA methylation is in agreement with observations that short synthetic or bacterial CpG and GC-rich DNA sequences can often evade the DNA methylation machinery when inserted into vertebrate genomes (12,21,22). This can in many instances be achieved even if sequences apparently lack motifs necessary for site-specific occupancy of DNA binding transcription factors, suggesting that alternative mechanisms must exist to sense and protect these CpG and GC-rich regions from DNA methylation. This could be achieved by evolutionarily conserved ZF-CxxC domain containing proteins that bind specifically to non-methylated CpG dinucleotides (10,60) and associate with chromatin modifying activities that create chromatin environments that are refractory to DNA methylation. For example, H3K4me3 is targeted to CGIs by several ZF-CxxC proteins (10,12) and can inhibit DNA methyltransferase function on chromatin *in vivo* (61–63). Furthermore, the KDM2B ZF-CxxC domain-containing protein functions as an H3K36me1/me2 demethylase and is part of the polycomb repressive complex 1 that appears to protect a subset of CGIs from DNA methylation (11,64–68). This occlusion of the DNA methylation machinery is likely reinforced by mechanisms that can actively remove DNA methylation, such as the TET oxygenases that are putative DNA demethylase enzymes and occupy CGIs via their ZF-CxxC domains (69–72). Together these observations suggest that chromatin-modifying activities targeted to CGIs by ZF-CxxC domain containing proteins may play a central and evolutionarily conserved role in protecting CGIs from DNA methylation and shaping DNA methylation landscapes. Furthermore, our demonstration that the mechanisms underpinning specification of HMRs are mechanistically conserved in zebrafish also suggests this tractable developmental model system could be exploited through morpholino or CRISPR based approaches to remove ZF-CxxC proteins or other contributing mechanisms, individually or in combination, to further dissect the mechanisms that shape HMR formation during development.

By examining methylation states across vast expanses of the same DNA sequence in two completely distinct vertebrate nuclear environments we provide extensive new evidence that transcription factor binding events are central determinants in shaping DNA methylation profiles at intermediate CpG and GC content regions of the genome. This parallels observations that dynamic and differential methylation is often observed at CpG and GC-poor enhancer elements across tissues of individual organisms (8,14–17,54), a feature that in some cases has been attributed to DNA binding transcription factors occupancy (55,73,74). Importantly, our new trans-species observations provide chromosome-scale experimental evidence that transcription factor occupancy can help to shape DNA methylation patterns. This is supportive of other single gene studies that suggested that SP1 transcription factor occupancy could contribute to the DNA methylation state of the APRT1 gene (26,27), more limited mutational analysis of transcription factor binding sites (20,22,23), and the suggestion that single nucleotide variation associated with human disease affects the capacity of nuclear factors to read the underlying DNA sequence and potentially contributes to alterations in the epigenome (75,76). An important step moving forward will be to determine mechanistically how DNA binding factors influence DNA methylation. It appears unlikely that this will simply result from transcription factors protecting the underlying DNA from the methylation machinery, as HNF4A lacks CpG dinucleotides in its recognition sequence yet influences the methylation of surrounding CpG dinucleotides (73). One interesting possibility is that transcription factors could exploit active mechanisms, perhaps through the function of the TET DNA demethylases, to protect distal gene regulatory sites from the transcriptionally repressive influences of DNA methylation. In support of this possibility a number of recent studies have provided preliminary evidence that this may indeed be the case (55,77).

In summary, through exploiting transchromosomic animal experiments we discover that DNA methylation patterns *in vivo* are primarily informed and shaped by DNA sequence. In doing so we demonstrate that classical CGI like sequences in large genomic regions of DNA can be interpreted by evolutionarily conserved mechanisms, even in distantly related vertebrate organisms, to protect these sequences from DNA methylation and to shape the epigenome during development.

## ACCESSION NUMBERS

Datasets have been deposited in the Gene Expression Omnibus (GEO) with the accession number GSE72208.

## Supplementary Material

SUPPLEMENTARY DATA

# Supplementary material for: Protection of CpG islands from DNA methylation is DNA-encoded and evolutionarily conserved
**Source:** Nucleic Acids Res. 2016 Apr 15;44(14):6693–706. doi: 10.1093/nar/gkw258
**Supplement:** SUPPLEMENTARY DATA

Protection of CpG islands from DNA methylation is DNA-encoded and evolutionarily conserved — Protection of CpG islands from DNA methylation is DNA-encoded and evolutionarily conserved — SUPPLEMENTARY DATA 

# Protection of CpG islands from DNA methylation is DNA-encoded and evolutionarily conserved

## SUPPLEMENTARY DATA

- SUPPLEMENTARY DATA

# Supplementary material for: Protection of CpG islands from DNA methylation is DNA-encoded and evolutionarily conserved
**Source:** Nucleic Acids Res. 2016 Apr 15;44(14):6693–706. doi: 10.1093/nar/gkw258
**Supplement:** SUPPLEMENTARY DATA

**
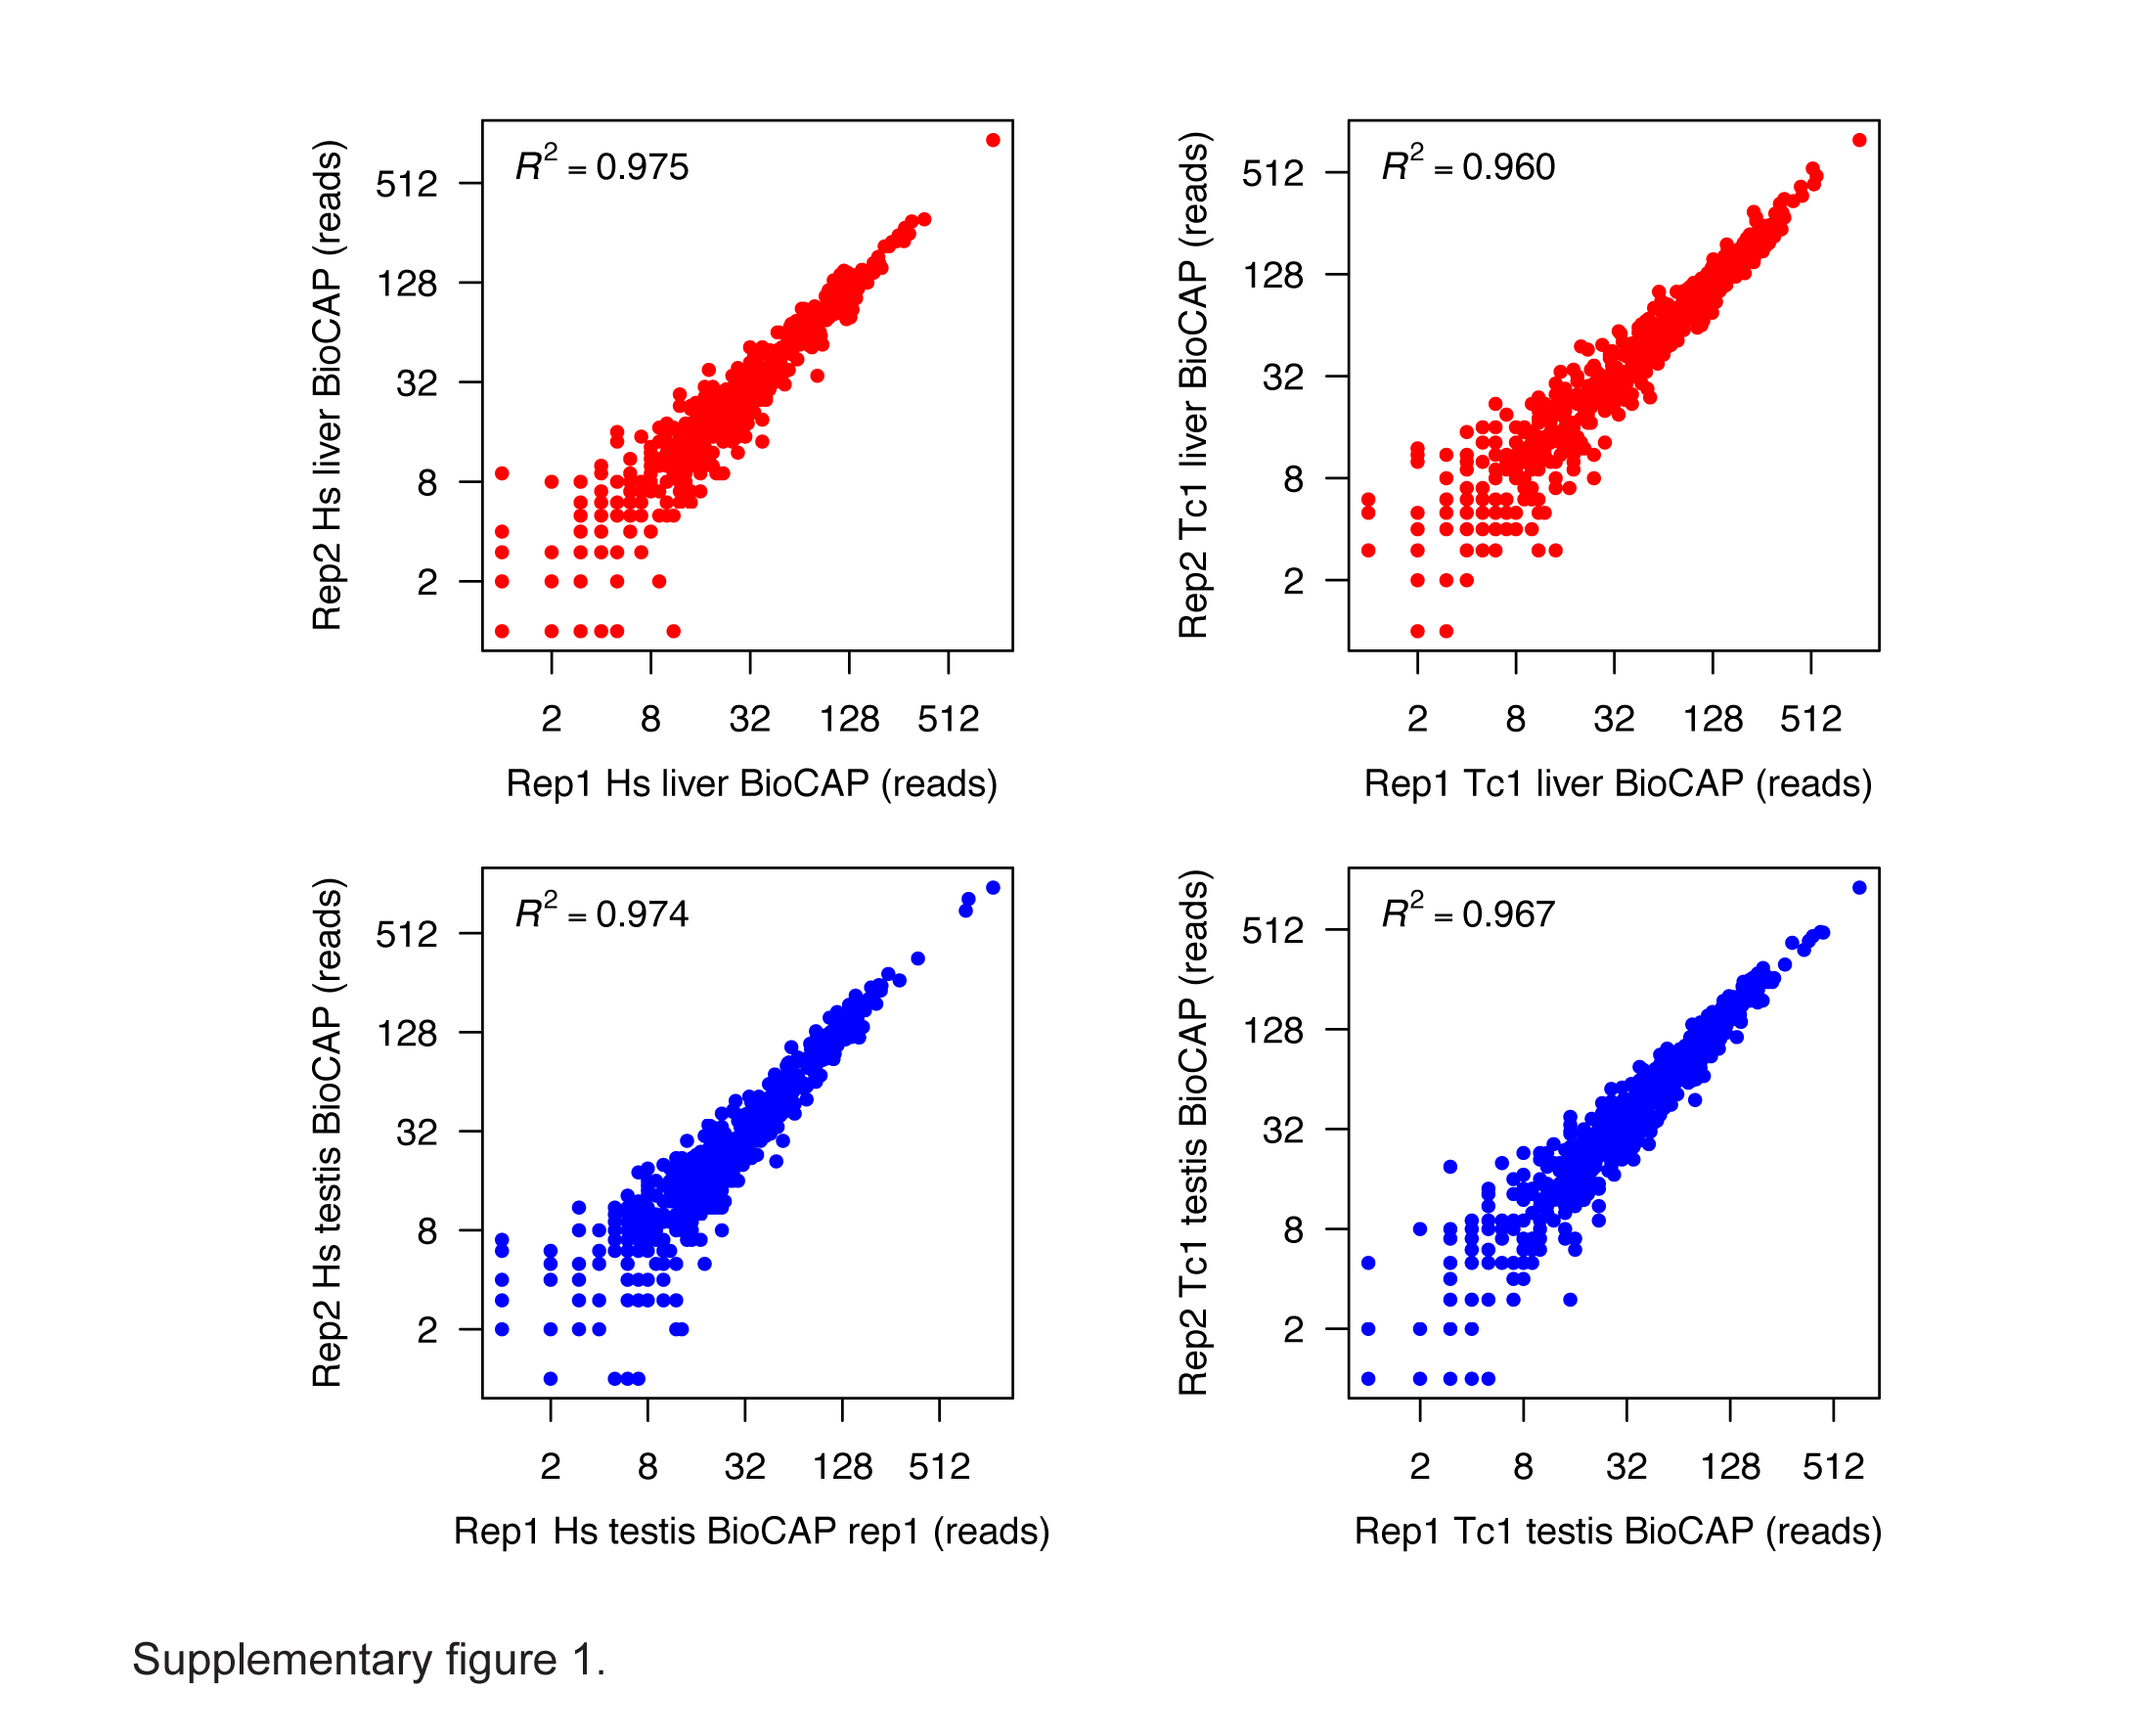
**

**Supplementary Figure 1: Replicate BioCAP datasets are highly correlated**

Replicate BioCAP experiments are highly correlated. Scatterplots depicting BioCAP-seq read counts for replicate BioCAP experiments at HMRs on chromosome 21 for human liver, human testis, Tc1 liver and Tc1 testis tissue. The correlation coefficient (R^2^ value) was greater than 0.95 in all cases.

**
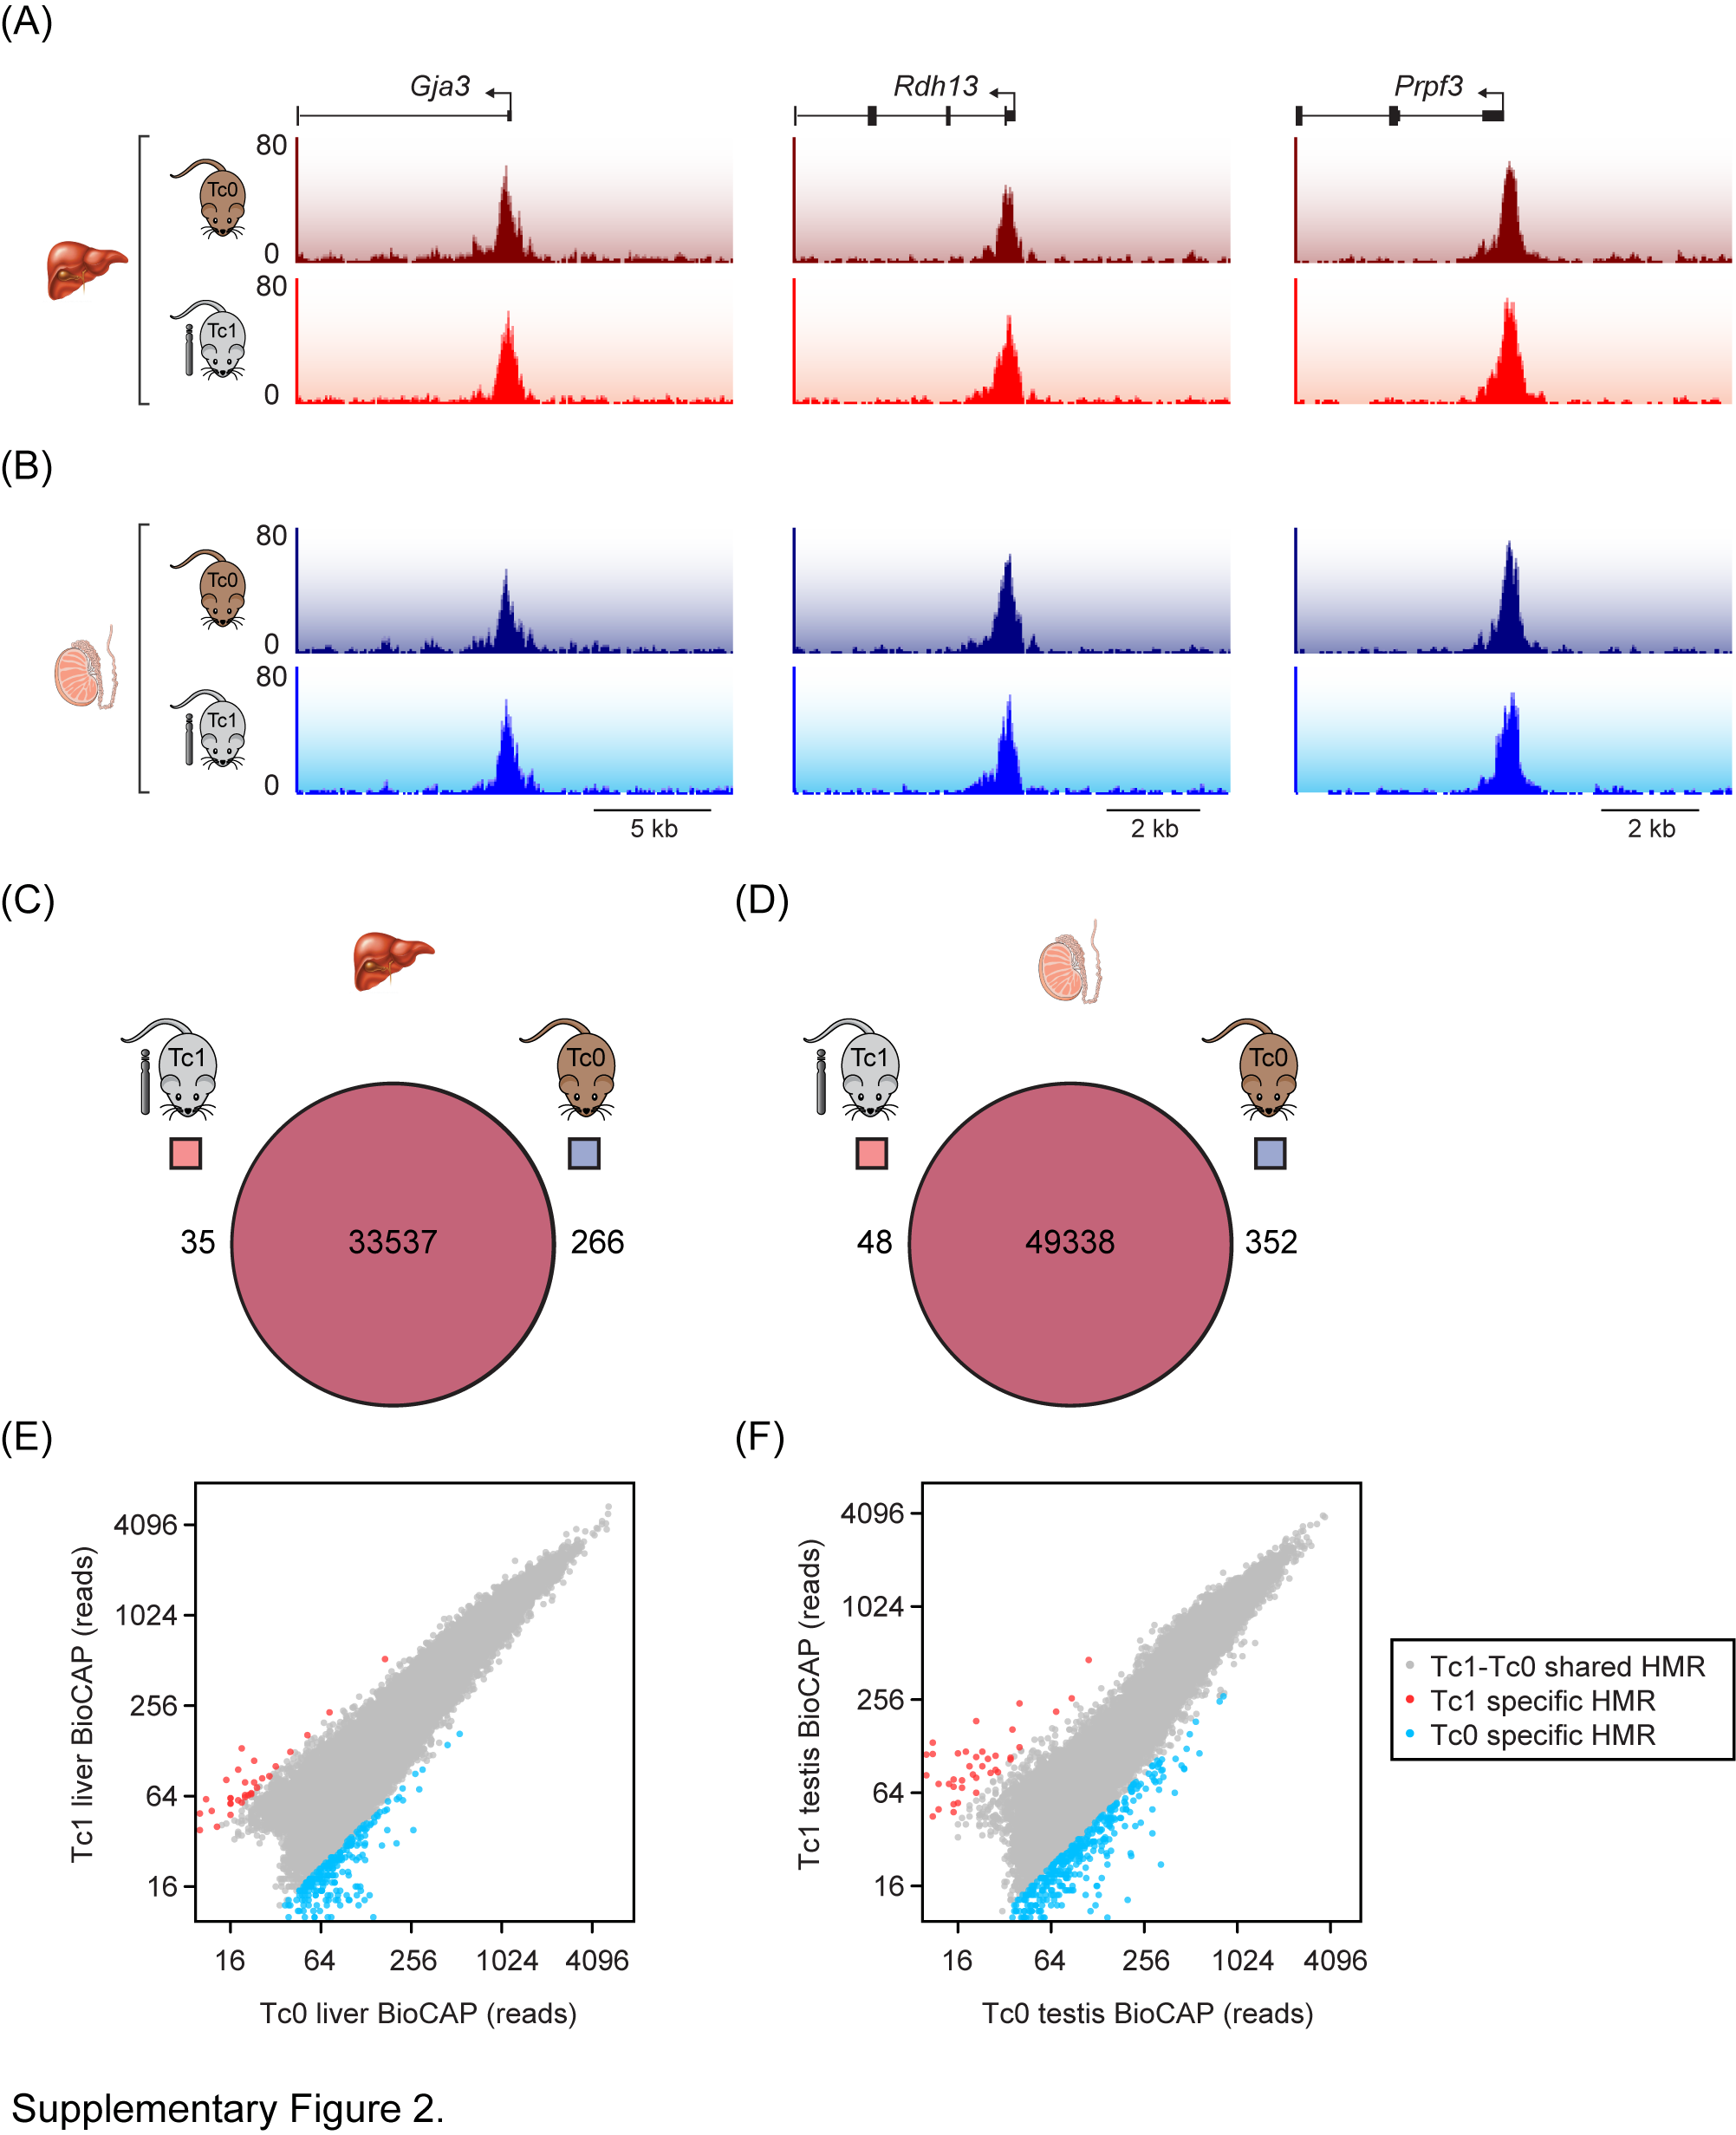
**

**Supplementary Figure 2: Mouse HMRs form normally in the Tc1 mouse**

(A-B) Three representative snapshots of HMRs on mouse chromosomes in the Tc1 mouse (lower) or matched Tc0 wildtype mouse (upper) in liver (A) or testis (B) tissue.

(C-D) Venn diagrams depicting the overlap of HMRs identified on mouse chromosomes in the Tc1 and Tc0 wildtype mouse in liver (C) and testis tissue (D).

(E-F) Scatterplots of BioCAP-seq read counts for HMRs identified on mouse chromosomes in the Tc1 and Tc0 wildtype mouse in liver (E) and testis tissue (F).

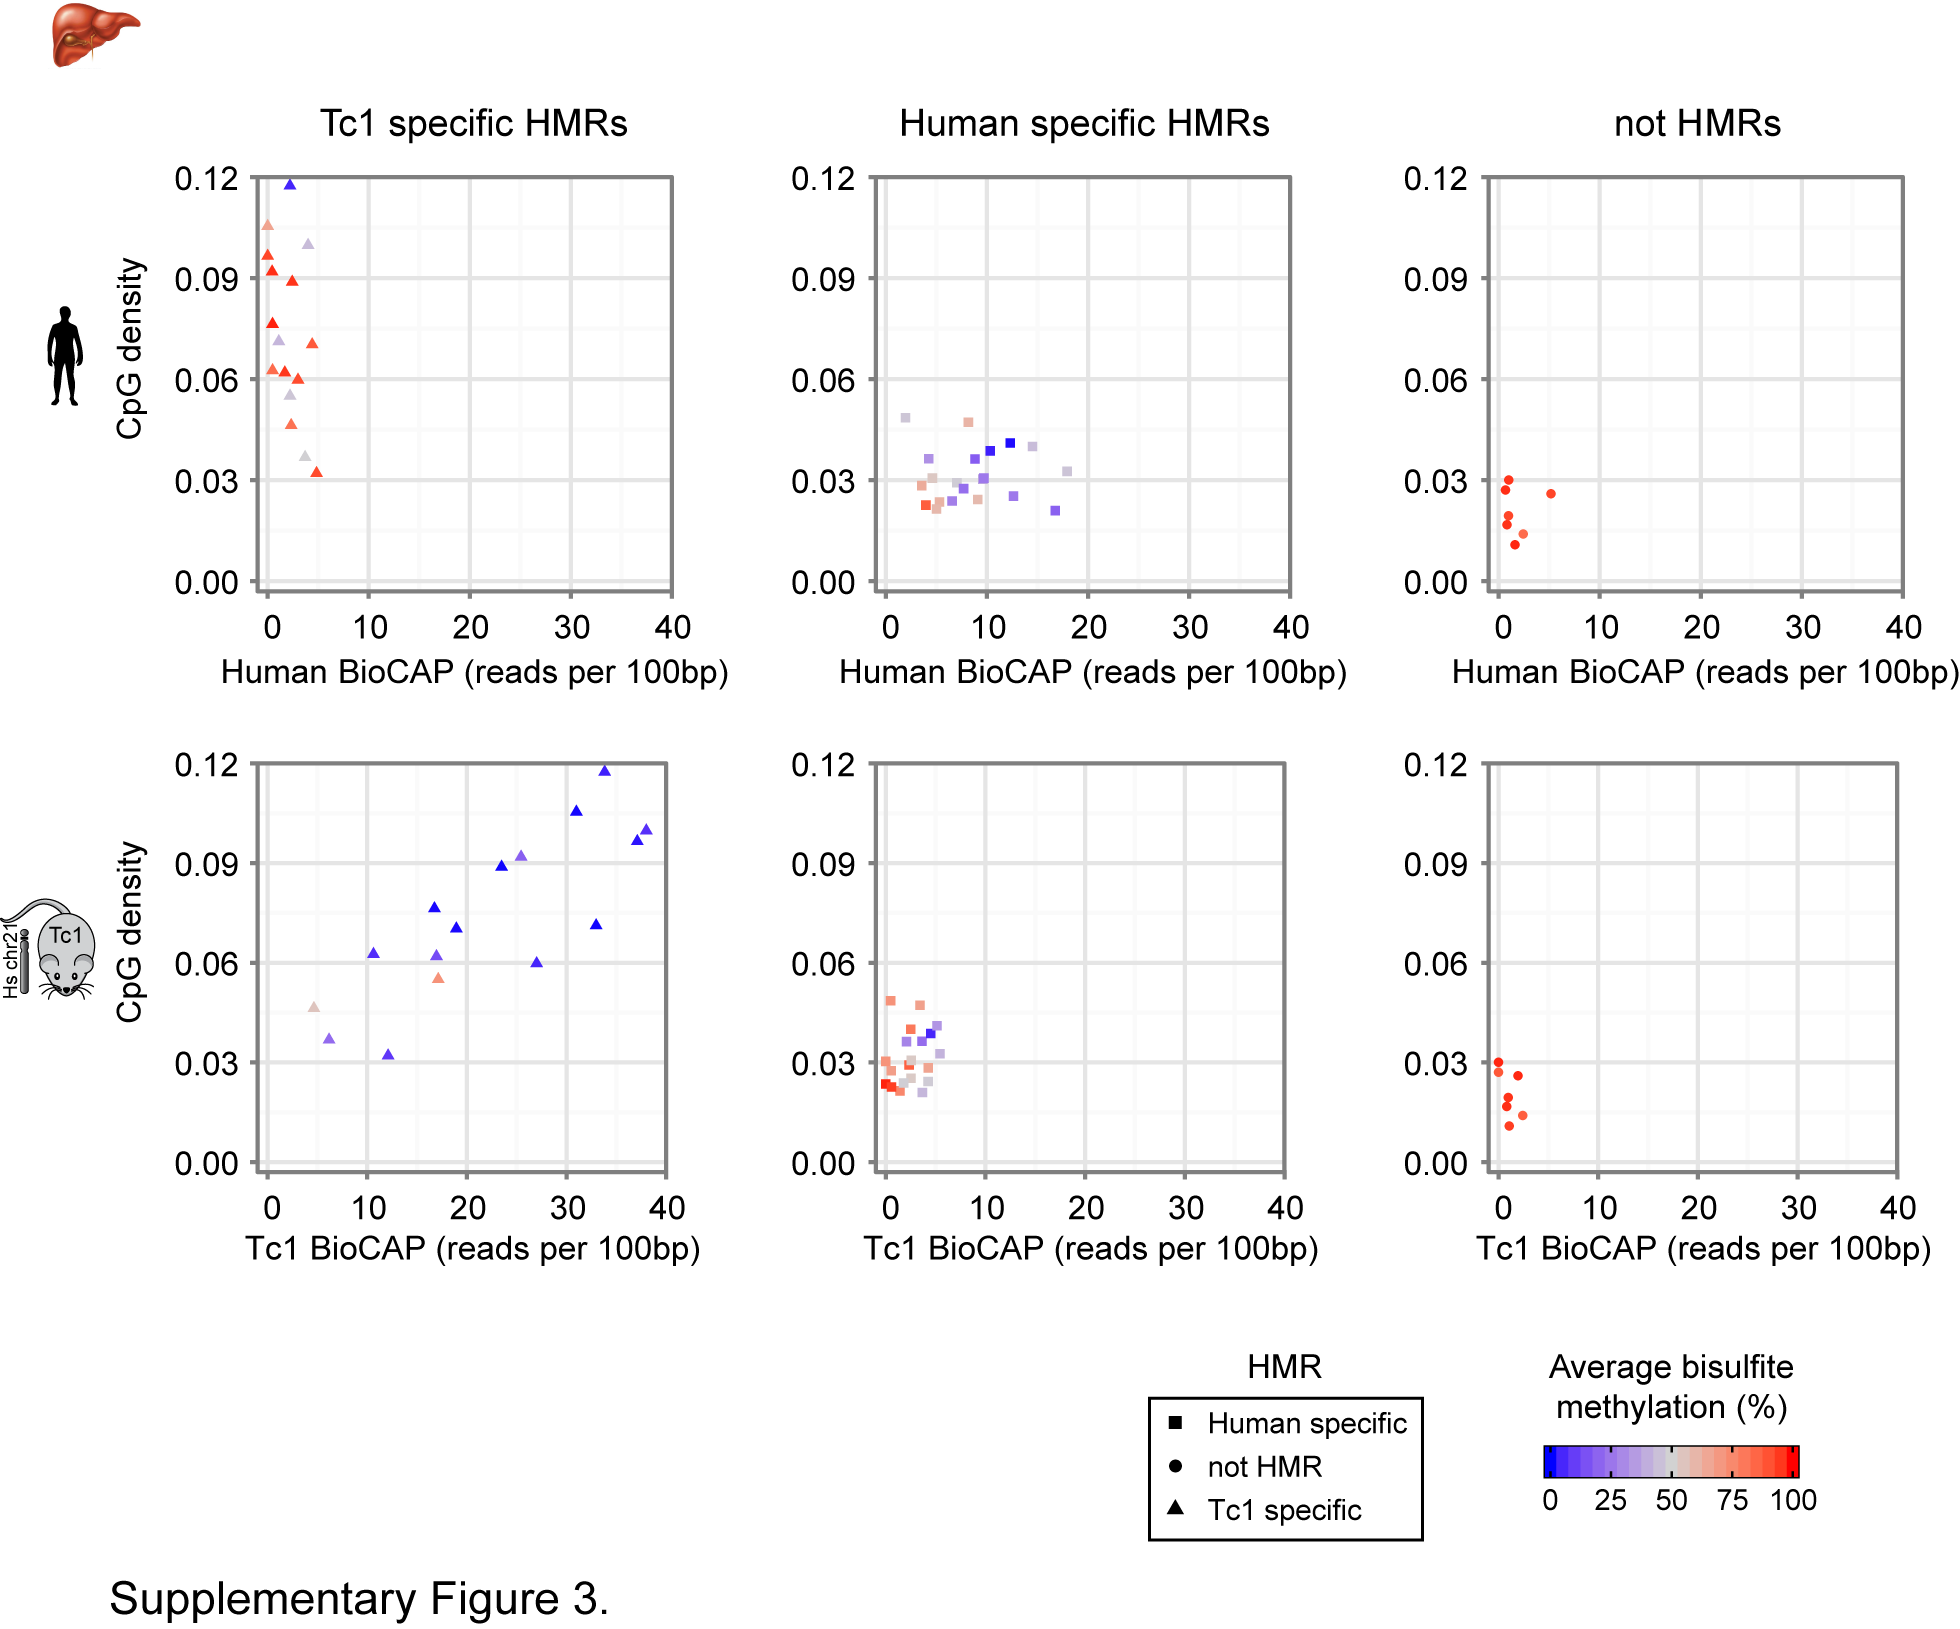

**Supplementary Figure 3: Multiplexed deep bisulfite sequencing based validation of species-specific HMRs**

Scatterplots comparing BioCAP-seq read counts to CpG density at 16 Tc1-specific HMRs (left), 21 human-specific HMRs (middle) and 7 random control regions (right). Deep sodium bisulfite sequencing analysis of DNA methylation is overlaid on these scatterplots (with methylation levels indicated by blue 0% to red 100% methylated) and validates that species-specific HMRs are accurately identified by BioCAP-seq across a range of CpG densities.

**
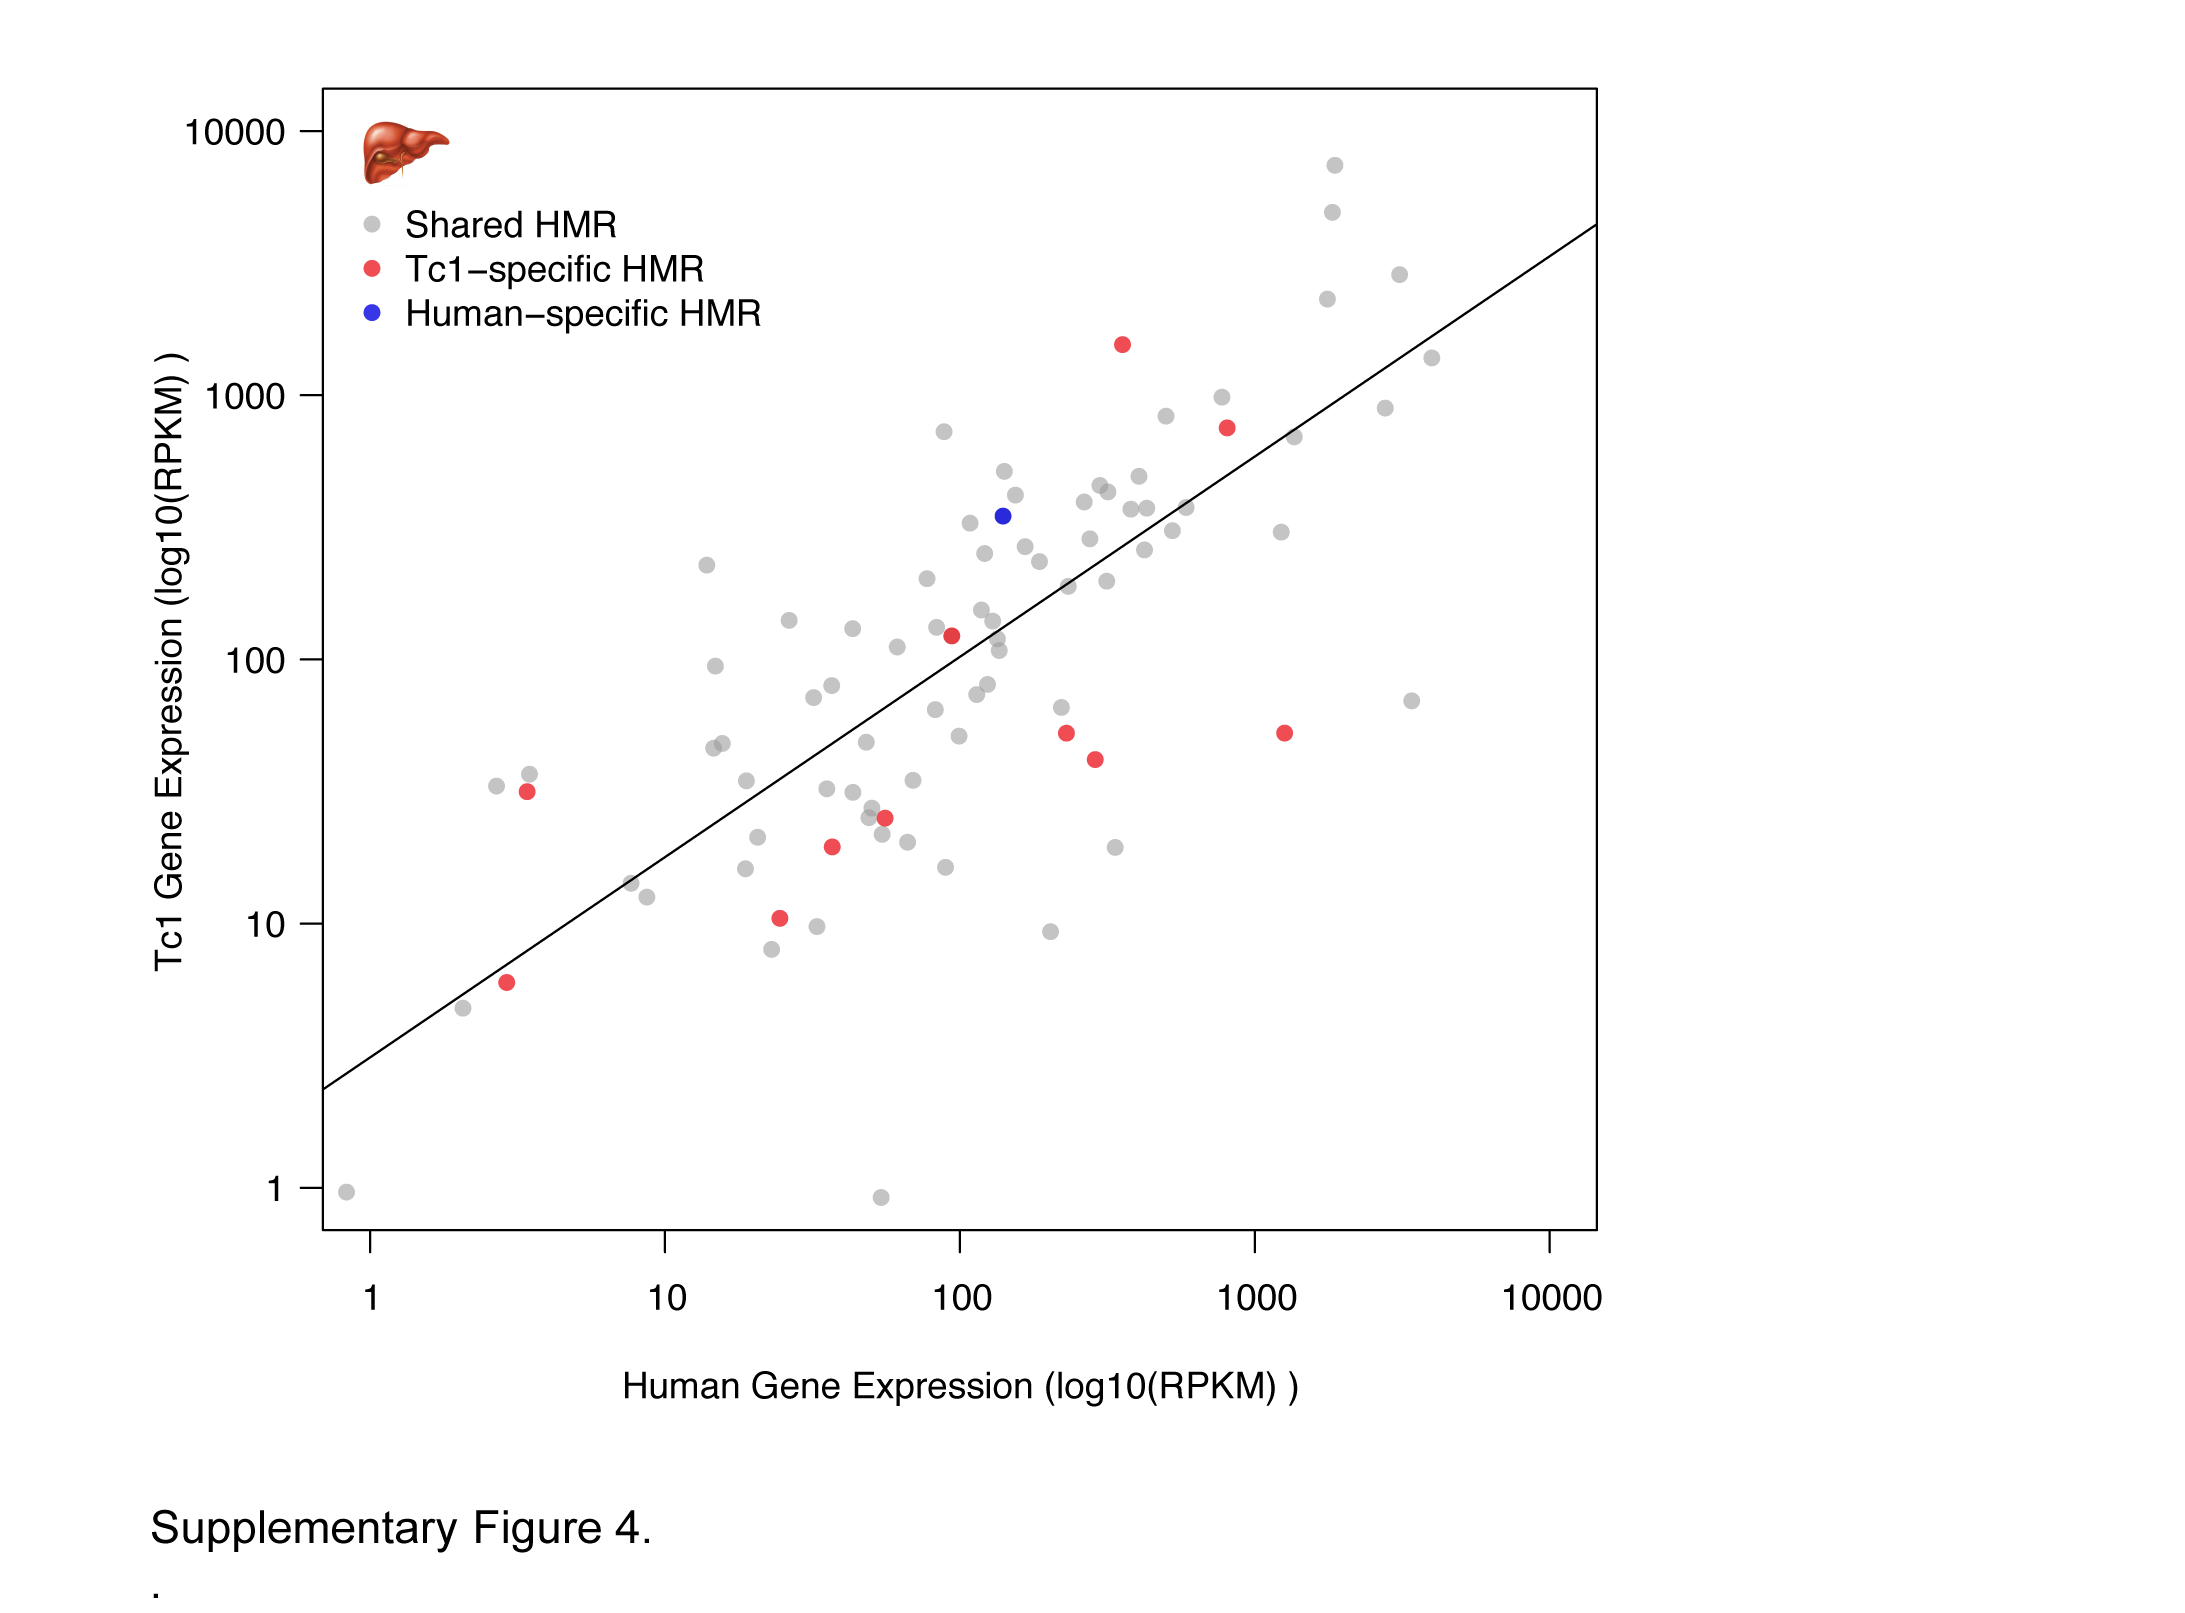
**

**Supplementary Figure 4: Comparison of gene expression levels at genes associated with increased promoter hypomethylation in the human or Tc1 mouse liver**

A scatter plot depicting gene expression levels for genes on chromosome 21 in the Tc1 mouse or human liver, plotted on a log10 scale. Genes with a species-specific HMR overlapping the TSS are highlighted in red (Tc1) or blue (human) and genes with a shared HMR overlapping the TSS are plotted in grey. Only genes which exhibited sufficient sequence coverage ([1](#_ENREF_1)) for differential gene expression analysis are plotted.

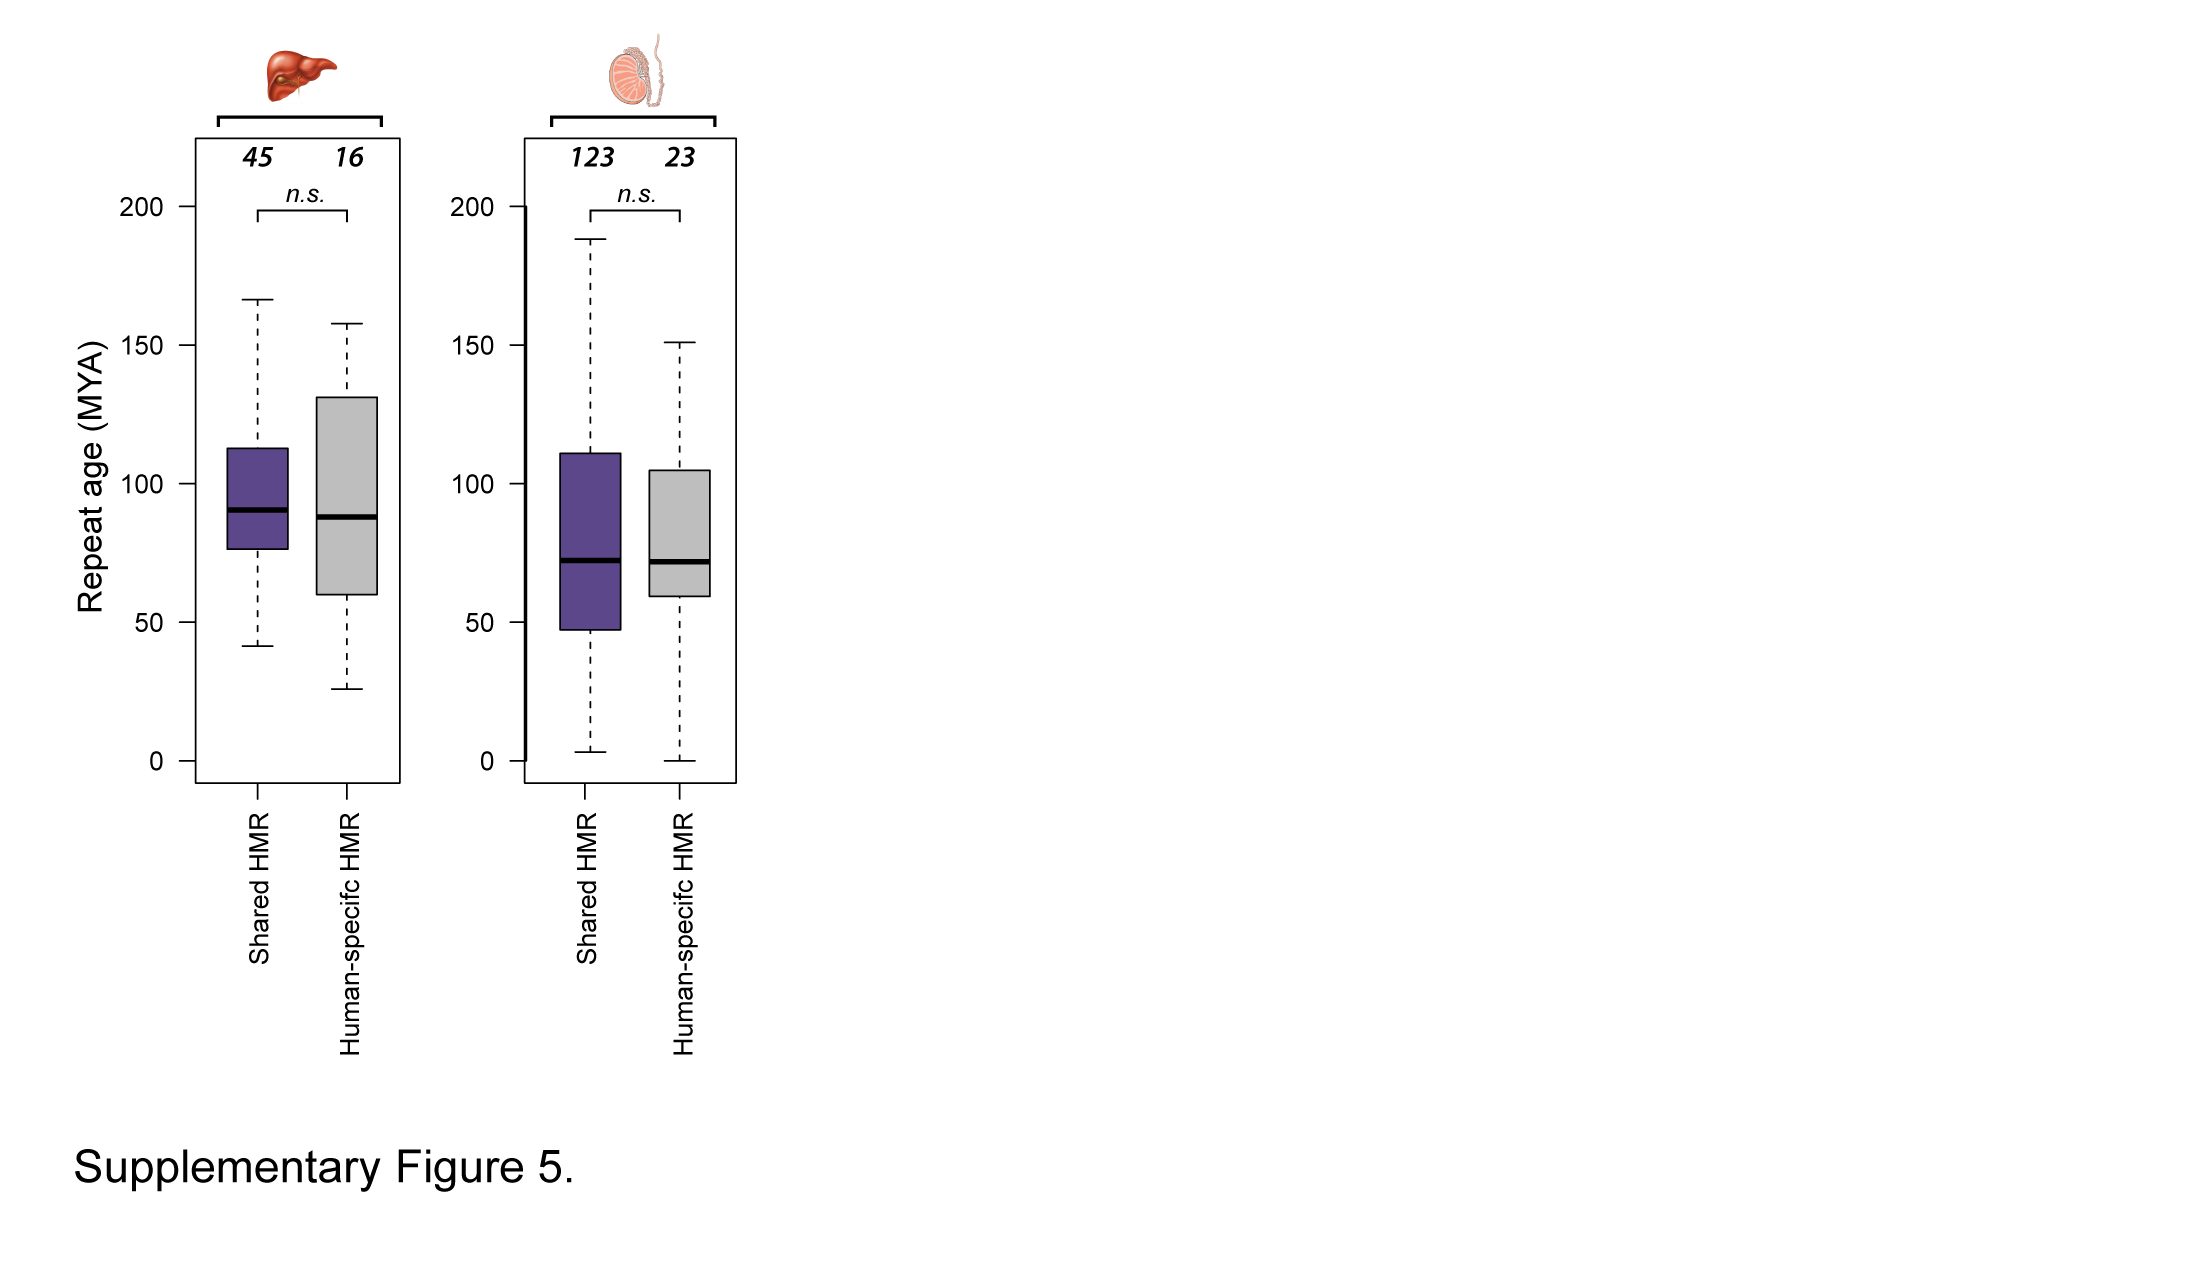

Supplementary Figure 5: Human-specific HMRs are not associated with young repetitive DNA elements

Boxplots depicting age of repeats (in million years) associated with HMRs in liver (left) and testis tissue (right). HMRs are segregated into those that are shared in human and Tc1 mouse (purple) and those that are human-specific (grey). The difference in repeat age between shared and human-specific HMRs is not significantly different (n.s.) as calculated by a Mann Whitney U test (p > 0.05).

**
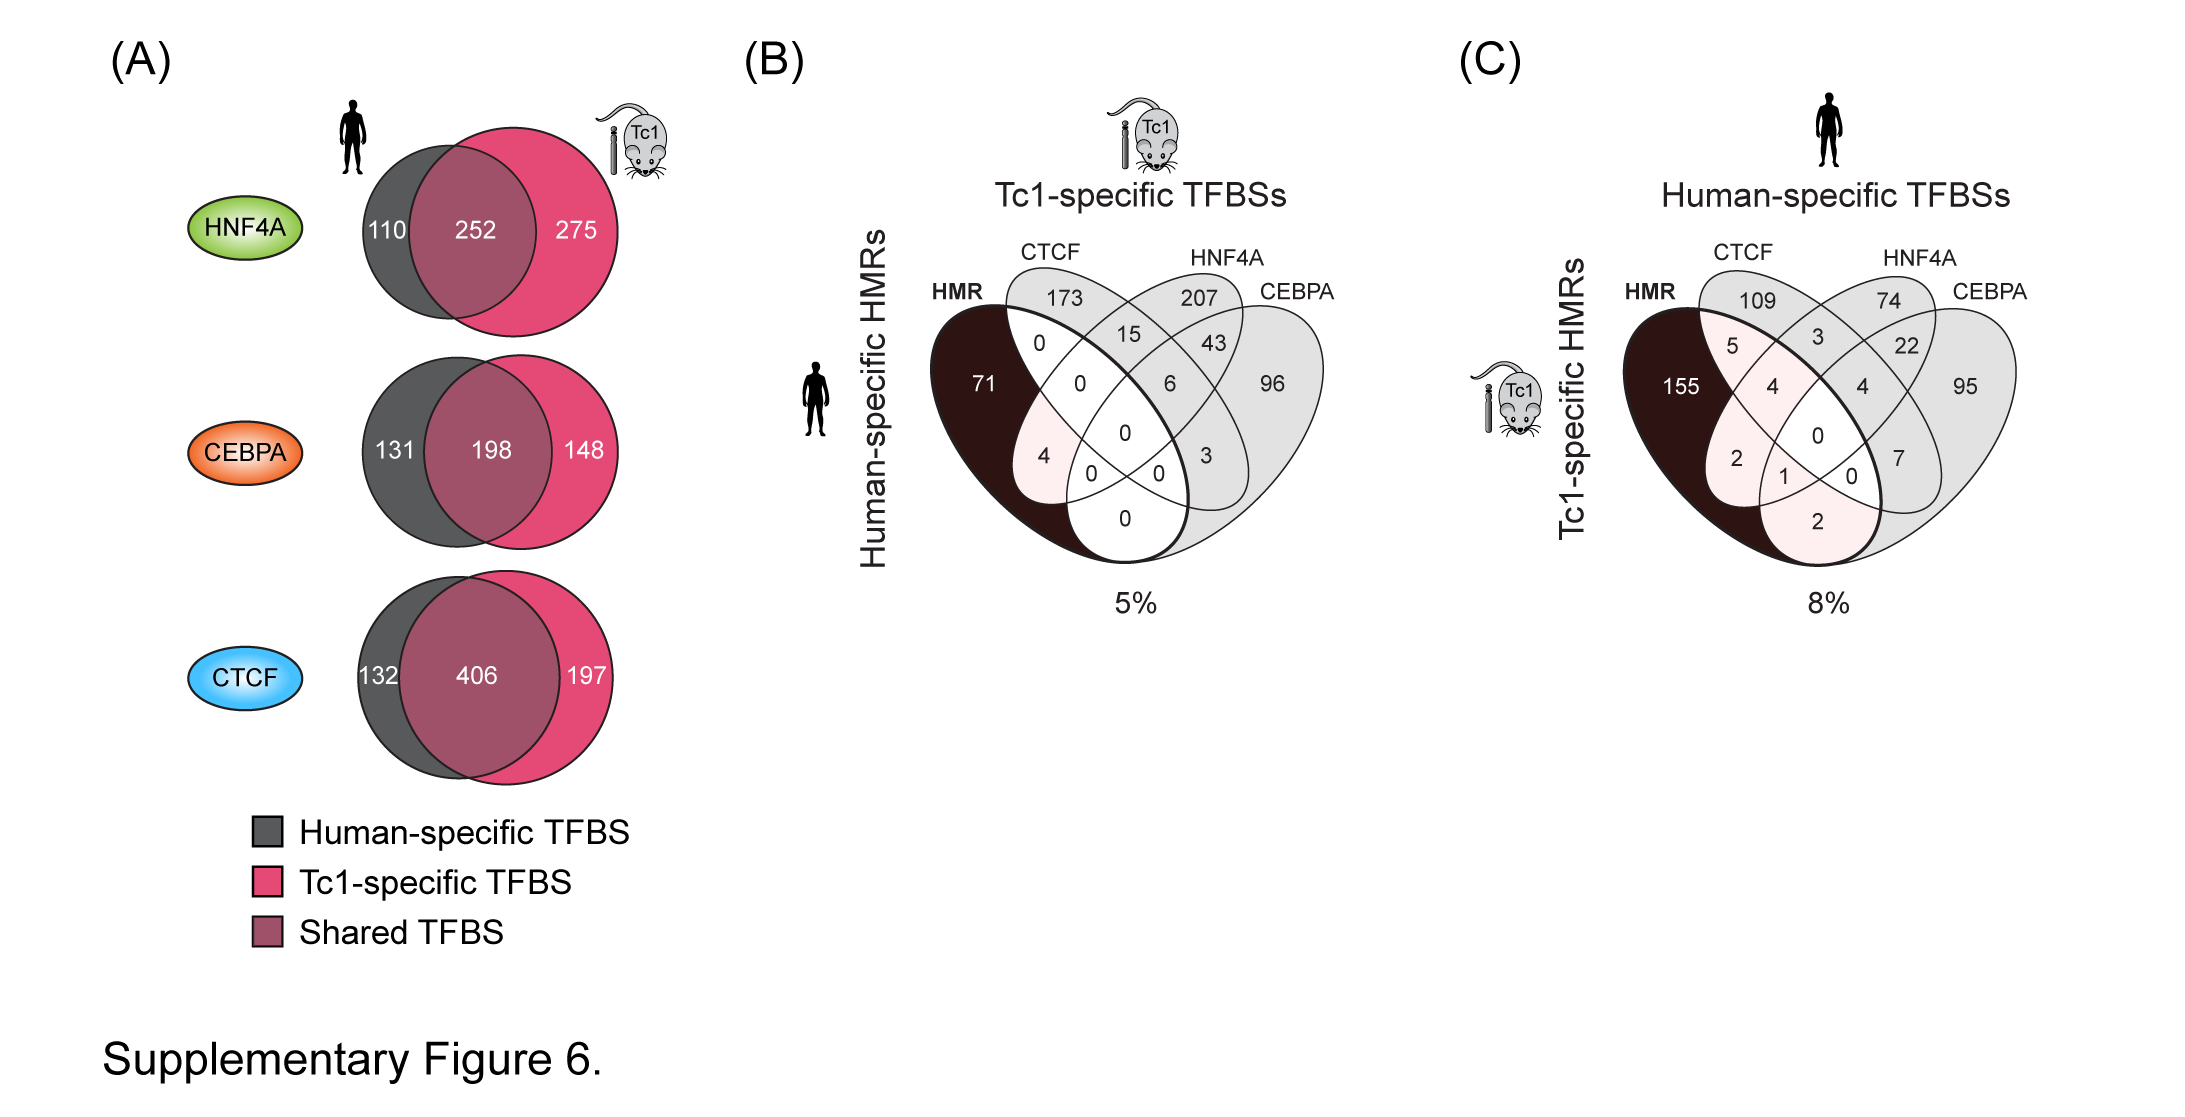
**

**Supplementary Figure 6: Shared and species-specific transcription factor binding on human chromosome 21**

(A) Comparison of transcription factor binding events on human chromosome 21 in human and Tc1 mouse liver for HNF4A, CEBPA and CTCF.
(B) A 4-way Venn diagram comparing human-specific HMRs to Tc1-specific transcription factor binding sites for CEBPA, HNF4A and CTCF on human chromosome 21. Only 5% of human-specific HMRs overlapped a Tc1-specific TFBS.

(C) A 4-way Venn diagram comparing Tc1-specific HMRs to human-specific transcription factor binding sites for CEBPA, HNF4A and CTCF on human chromosome 21. Only 8% of Tc1-specific HMRs overlapped a human-specific TFBS.

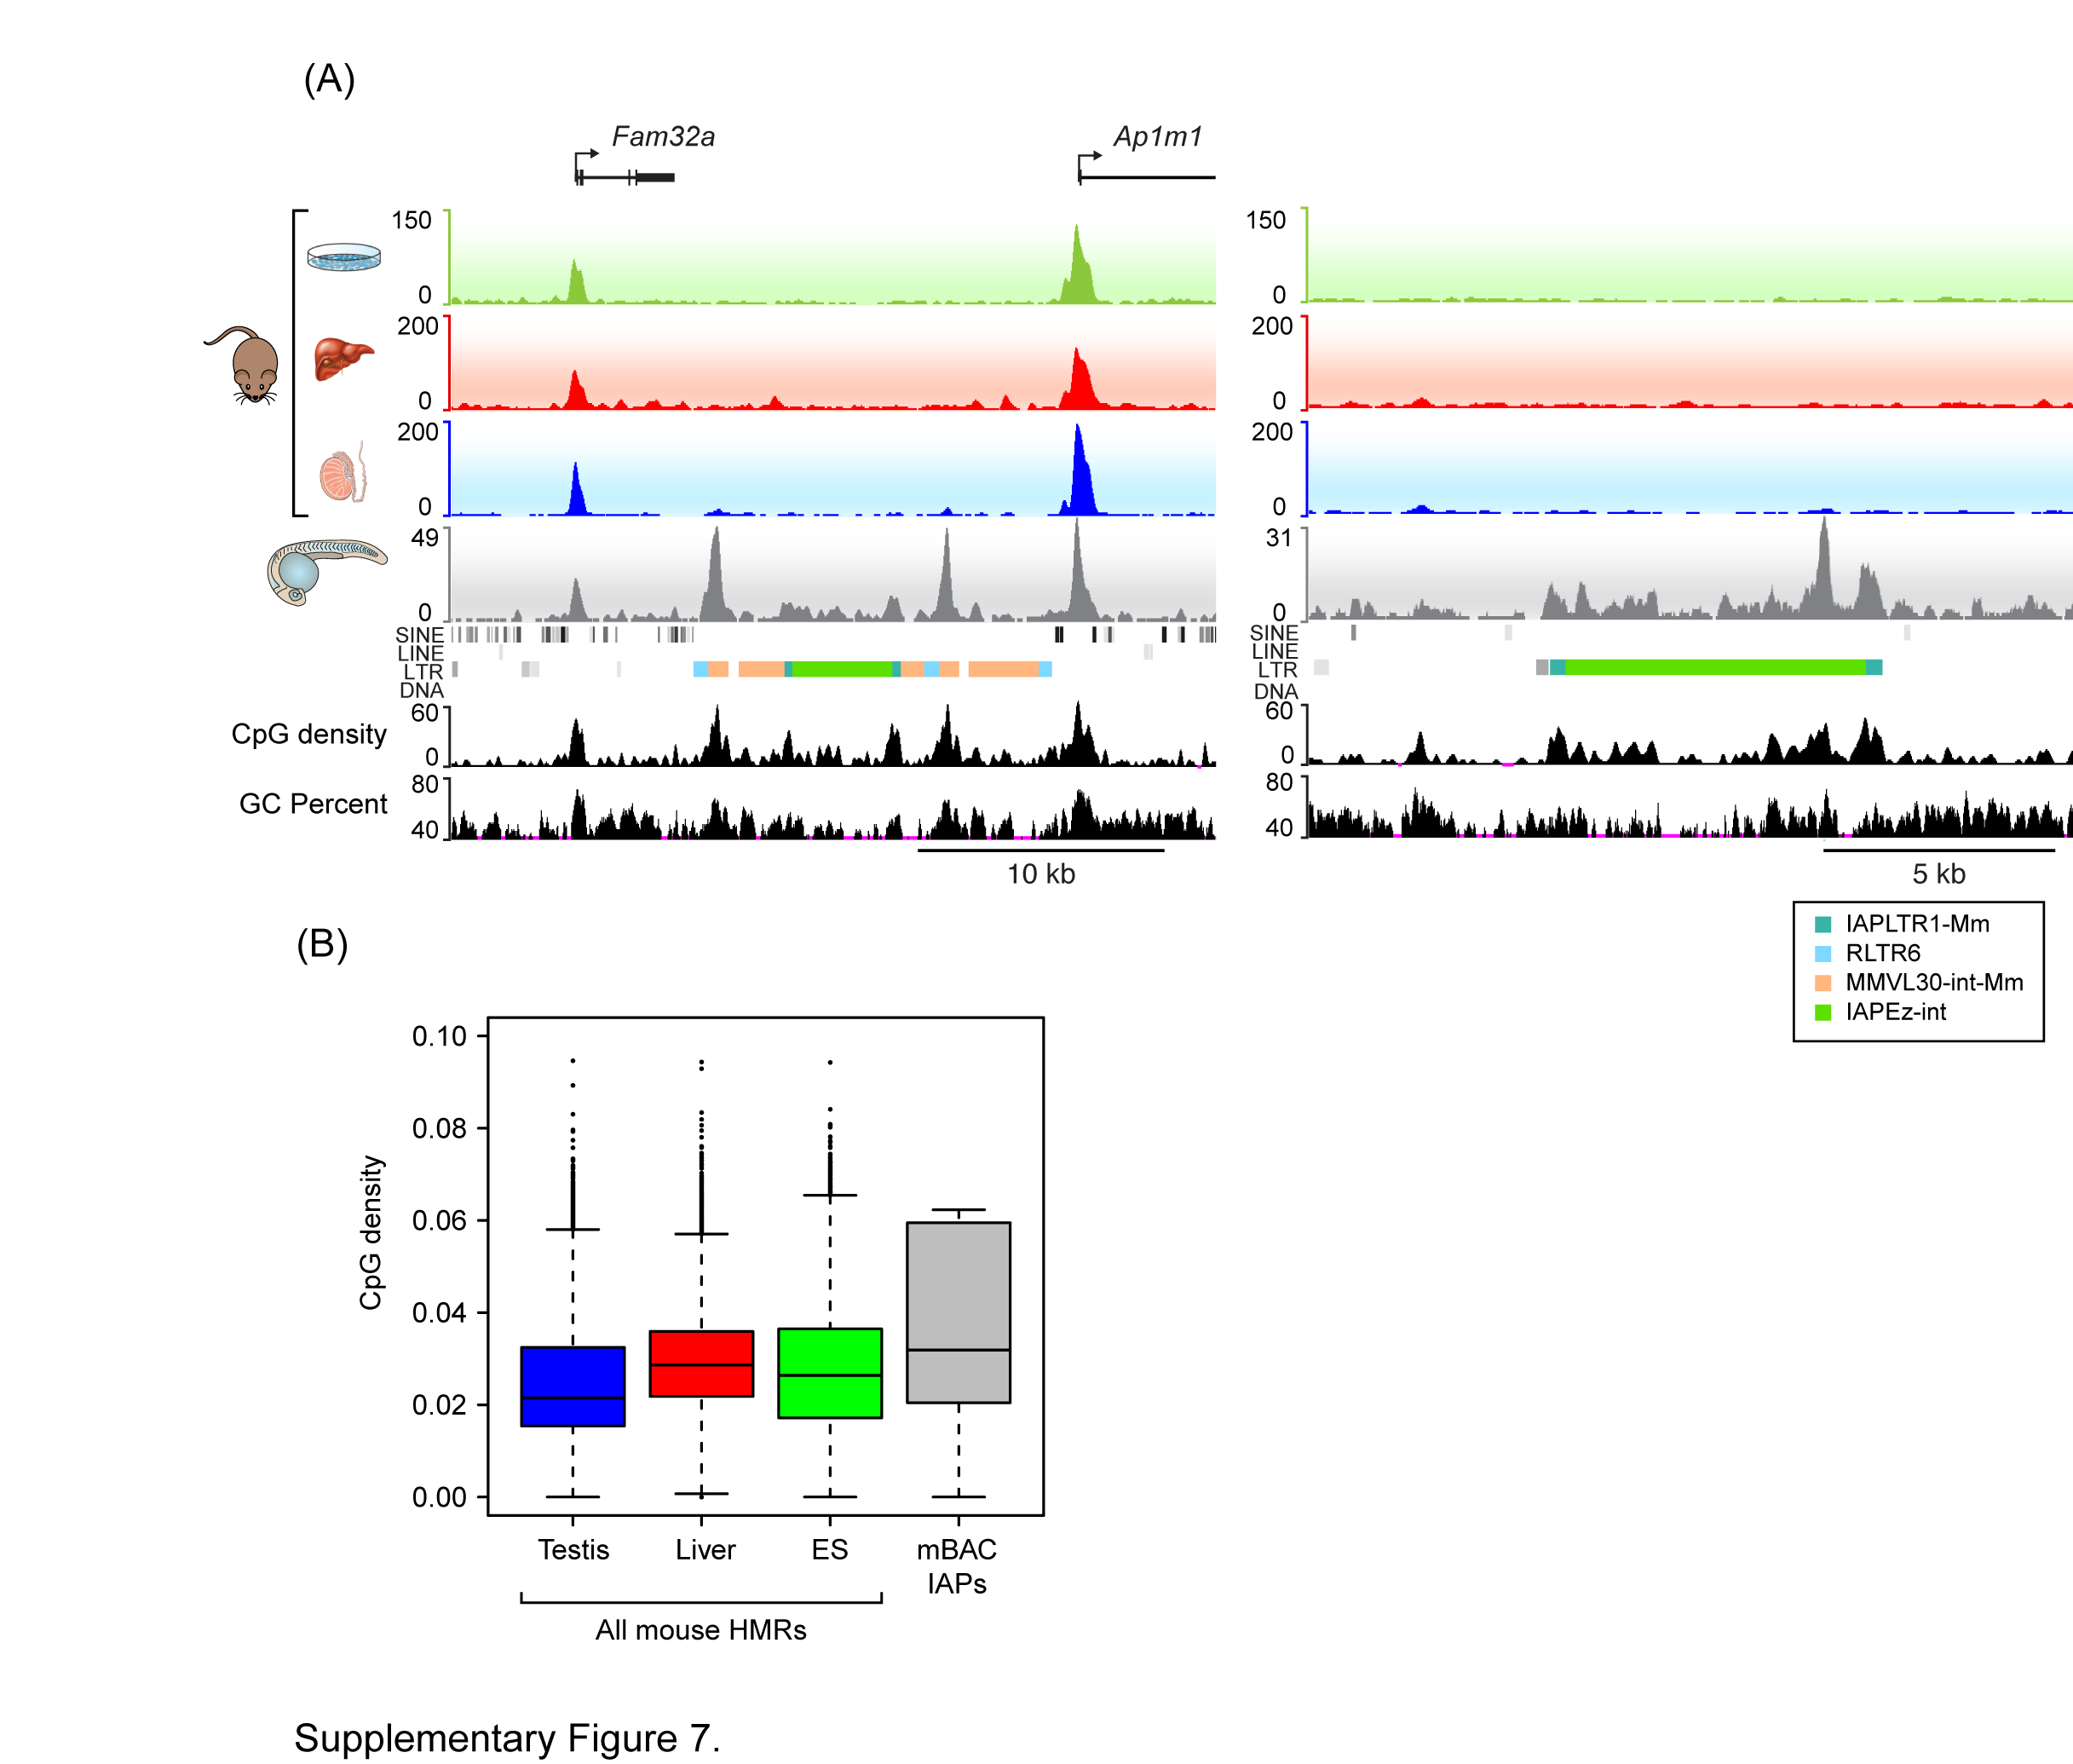

**Supplementary Figure 7: A subset of mouse-specific LTR retrotransposons resemble mouse CpG islands and form species-specific HMRs in zebrafish.**

(A) Snapshots of the two clusters of mouse-specific LTR retrotransposons on mouse BACs 2 (left) and 4 (right) that include IAP and MMVL30 LTRs. These are CpG rich and are hypomethylated in zebrafish.

(B) Boxplots depicting the distribution of CpG density at all HMRs from mouse testis (blue), liver (red) and ES cells (green) compared to IAP elements on mBAC2 and mBAC4 (grey).

How the deposited data were processed for this re-analysis (not part of the article)

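The values come from 6 lists of HMRs on human chromosome 21, deposited as BED intervals without scores. The samples of the series comprise 17 libraries. The Tc1 HMRs in the lists were called by the authors from 4 of these, BioCAP of Tc1 liver (n = 2) and Tc1 testis (n = 2), with input as the control. The human HMRs came from an earlier study that was not analysed here. The labels name 2 inputs of Tc1 testis, and the paper's text does not say which input served as the control of which library. No values of the inputs, of Tc0 BioCAP or of the zebrafish libraries were used here apart from the authors' use of input in their calls.

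The authors aligned reads with bowtie to mouse chromosomes plus human chromosome 21, called HMRs with MACS1.4 against input, kept those found in both replicates, removed those over breakpoints or deletions of the Tc1 chromosome, scaled reads in duplicated regions, and classed HMRs by their fold change in BioCAP reads after equal read numbers over chromosome 21. Each deposited row holds a start, an end and a running number. An HMR just under the fold-change threshold is listed as shared and one just over it as species-specific, and the lists cannot show how near an HMR lies to it. Depth is unknown.

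Shares are given with 95% Wilson intervals. Shares were compared with Fisher's exact test, the Tc1-specific share with 50% by an exact binomial test, and lengths by permutation of class labels. Clustering was the number of HMRs with another HMR of the same class within 100 kb, set against random relabelling of the HMRs of a tissue among the 3 classes. Contrasts were compared between tissues by permuting tissue labels within each class. Permutation tests used 100000 resamples and were two-sided, except the one-sided tests of the longest run of Tc1-specific HMRs, and the smallest p-value they can give is 1e-05. The threshold was 0.05. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used. The functions were tested on simulated data, each test with 200 draws and 2000 resamples. The length test called 15 draws without and 200 draws with a change, the clustering test 7 without and 184 with one, and the comparison between tissues 9 without and 186 with one. The change in the length test cut each length by 50%, so the draws do not show its power for smaller differences. In the comparison between tissues the simulated HMRs were drawn independently, while those of the lists overlap between tissues.

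The tests and the alternatives were set before the data were examined, apart from 2 alternatives and the tests named in the closing section. The HMRs named by position at the paper's sentences are the 2 longest of each list, by a rule set at the same time. The HMR and the stretch named in the closing section were chosen after their values were seen. Genes the paper names on chromosome 21 belong to the same rule, but no human annotation was used here, so they are not placed. For the same reason 4 planned comparisons were not analysed here, namely HMRs at TSSs, CpG density, GC content and the matched background.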

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

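The tests in this part were chosen after the results had been seen. The contrasts compared between liver and testis numbered 7, and p-values adjusted over them by the Benjamini-Hochberg method are given beside the raw ones. This set was widened after a smaller set, without the overlap contrasts and the differences in shares, had been computed, so the adjusted values depend on a choice made after results had been seen.

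Tc1-specific HMRs of liver overlapped a shared HMR of testis more often than human-specific HMRs of liver did, by 24.0 percentage points (two-sided Fisher's exact test, p = 4.05e-05). In testis the same contrast was -2.33 percentage points (Fisher's exact test, p = 0.710). The 2 contrasts differed by 26.3 percentage points (permutation of tissue labels, p = 6.1e-04, adjusted p = 0.00427). HMR length as the whole cause was argued against, since a permutation of the tissue labels within 5 groups of length gave p = 0.001. Repeats of the short arm and the pericentromeric region were argued against in the same way, since the difference was 27.9 percentage points without HMRs starting below 15000000 bp. The contrasts did not separate the presence of any HMR in the other tissue from its class. In liver, 62 of 75 human-specific and 35 of 169 Tc1-specific HMRs overlapped no HMR of testis. Among those overlapping any, 6 of 13 human-specific and 54 of 134 Tc1-specific ones overlapped a shared one. The higher Tc1-specific share in liver was thus not seen among these. In testis the counts were 14 of 20 and 27 of 105. These counts were not tested. HMRs near the fold-change threshold cannot be told apart from a difference between the tissues, because the lists hold no reads. The share of Tc1-specific HMRs shared in the other tissue was 32.0% in liver and 18.9% in testis (Fisher's exact test, p = 0.00960). Noise of unequal size in the 2 tissues could also give this difference. The share of human-specific HMRs went the other way, 8.00% in liver and 21.2% in testis, a difference that was not tested. Noise acting alike on both classes would not by itself give these opposite directions. A shift of the fold change towards Tc1 in liver relative to testis could give them, and without reads it was not tested. A difference between liver and testis in how HMRs form stays open and was not tested.

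Tc1-specific HMRs also overlapped an HMR of any class in the other tissue more often than human-specific HMRs, by 62.0 percentage points in liver and 43.1 in testis (Fisher's exact test, p = 3.36e-20 and 4.56e-09). The contrasts differed by 18.8 percentage points (permutation of tissue labels, p = 0.0294), which did not hold after adjustment (adjusted p = 0.103). With HMRs of at least 1000 bp the difference was 16.0 percentage points and did not pass the threshold (permutation p = 0.0774). Under the other 5 alternatives it lay between 18.3 and 22.1 percentage points (permutation p from 0.0112 to 0.0353, unadjusted). Whether the difference is more than chance stays open. No technical or biological explanation was tested for it.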

How the results depend on the processing

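Alternatives set before the data were examined were HMRs of at least 500 or 1000 bp, HMRs starting at or above 15000000 bp, HMRs of one list within 500 bp merged, a required overlap of 50% of the shorter HMR, HMRs within 500 bp counted as overlapping, HMRs counted in place of loci, mean log2 length, and distances of 20 and 500 kb for clustering. Merging within 5000 bp and permutation within length groups were chosen after seeing the data. Of 166 values of comparisons under an alternative, 150 kept their direction and their side of the threshold or stayed within their interval.

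The recapitulated shares and the Tc1-specific shares of ssHMRs stayed within their intervals or kept their side of the threshold under the alternatives run. The Tc1-specific loci in one tissue moved to 47.8% with HMRs counted in place of loci, since a locus in both tissues then counts once for each. On the mean log2 scale the Tc1-specific minus shared length differences of 0.21 in liver and 0.24 in testis passed the threshold, and the difference between the tissues in the human-specific contrast was -0.33 (permutation p = 0.0498) against 32.5 bp on the median scale (p = 0.914). The cause was not tested.

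Clustering of Tc1-specific HMRs depended on the distance. In liver, the number above the relabelling mean was -4.58 within 100 kb (permutation p = 0.349), 33.0 within 20 kb (p = 3.0e-05) and -0.723 within 500 kb (p = 0.817). In testis it was 15.6 within 100 kb (permutation p = 0.00728) and 40.4 within 20 kb (p = 1e-05, the smallest the permutations can give). Within 500 kb it was -8.07 (permutation p = 1.9e-04), so that the sign reversed at the longest distance. Relabelling there gave 139 of 143 HMRs in testis and 163 of 169 in liver. That left little room for an excess but does not account for the deficit in testis. Human-specific HMRs of liver changed sign from -7.52 within 100 kb to 1.81 within 20 kb and 0.308 within 500 kb, none past the threshold. Human-specific HMRs of testis changed from 1.66 to -0.263 after merging within 5000 bp. The cause was not tested.

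Differences near 0 also changed sign, none past the threshold. With HMRs starting at or above 15000000 bp, the testis minus liver difference in the Tc1-specific share of ssHMRs was 0.268 percentage points, the difference between tissues in the Tc1-specific length contrast was 35.5 bp, and the shared minus species-specific overlap in liver was 0.0969 percentage points. The difference between tissues in that overlap was -1.98 percentage points with HMRs of at least 1000 bp, -0.121 after merging within 500 bp and -0.166 with 50% overlap. The difference between tissues in the Tc1-specific minus human-specific overlap was 16.0 percentage points with HMRs of at least 1000 bp and no longer passed the threshold.

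No paired analysis was possible because the lists combine both replicates and carry no replicate numbers, and for the same reason no replicate was left out in turn. The alternatives for HMRs at TSSs, CpG density, GC content and the background were not run. With unknown depth, the lists cannot show whether an HMR missing from a tissue was absent or not detected.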

Other observations

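The tests in this part, apart from the clustering test within 100 kb and its planned distances, were chosen after the results had been seen.

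Tc1-specific HMRs were Tc1-specific in both tissues more often than relabelling gave. Of the 169 in liver, 134 overlapped an HMR of testis and 81 a Tc1-specific one. Random relabelling of the testis HMRs among the classes gave a mean of 34.0 (95% of relabellings 25 to 43), with p = 1e-05, the smallest the permutations can give. Of the 75 human-specific HMRs of liver, 6 overlapped a human-specific one of testis against a mean of 1.47 (permutation p = 0.00162). What the HMRs of both tissues have in common, a property of the sequence, the Tc1 chromosome or its copy number, was not tested.

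In testis, 112 of 143 Tc1-specific HMRs lay within 100 kb of another against 96.4 under relabelling (two-sided permutation p = 0.00728). Relabelling kept the positions, so the comparison already allows for regions dense in HMRs. Long HMRs split into several calls are argued against as the whole cause of this excess within 100 kb in testis. After merging within 5000 bp, 88 of 122 lay within 100 kb against 74.7 (permutation p = 0.0247). In liver, 133 of 169 did so against 138 (permutation p = 0.349), and within 20 kb 109 did so against 76.0 (p = 3.0e-05). In testis, 76 of 143 lay within 20 kb of another against 35.6 (permutation p = 1e-05, the smallest the permutations can give), but within 500 kb 131 did so against 139, fewer than under relabelling (p = 1.9e-04). At 500 kb the measure was near its ceiling, with 139 of 143 under relabelling, so an excess could hardly have shown at that distance. The ceiling does not account for the deficit, whose cause was not tested. The excesses within 20 kb were not rerun after merging within 5000 bp, so split calls stay open for them. Whether the clustering differs between the tissues was not tested.

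The longest run of Tc1-specific HMRs of testis with no other HMR between them held 16 HMRs, from 14406897 to 15355078 on chromosome 21, against a mean of 4.23 under relabelling (one-sided permutation p = 1e-05, the smallest the permutations can give). In liver the longest run held 7 HMRs, from 44757589 to 44853318, against a mean of 4.80, and did not pass the threshold (one-sided permutation p = 0.0603). It lay outside the stretch of the testis run. Of the 12 HMRs of liver in the testis stretch, 10 were Tc1-specific and 2 were shared. The 2 shared HMRs of liver cannot decide about a copy gain, because an HMR just under the fold-change threshold is listed as shared. A gain over all or part of the stretch stays open, since the copy number of the Tc1 chromosome was not analysed here. The running numbers of the shared HMRs of testis skip number 12 between 11006504 and 15375564, an interval that holds the whole run. If a shared HMR was left out of the list there, it may have lain inside the run and would split it, so the length of the run depends on the list as deposited. The running numbers of the shared HMRs of liver likewise skip number 3 between 11107633 and 14627574, which reaches into the stretch. The stretch starts below 15000000 bp, and repeats there were not tested as a cause of the run. This stretch was chosen after its values were seen.

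One HMR was human-specific in liver, from 44345272 to 44346295, and overlapped a Tc1-specific HMR of testis, from 44341688 to 44348618. It was singled out after its values were seen. No Tc1-specific HMR of liver overlapped a human-specific HMR of testis. The running numbers of the lists skip 8 values, 3 of them in shared liver, 2 in shared testis, 2 in Tc1-specific liver and 1 in Tc1-specific testis. The cause was not tested.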
